# Regulation of the Wnt signaling pathway during myogenesis by the mammalian SWI/SNF ATPase BRG1

**DOI:** 10.3389/fcell.2023.1160227

**Published:** 2023-07-07

**Authors:** Tapan Sharma, Monserrat Olea-Flores, Anthony N. Imbalzano

**Keywords:** Wnt signaling, myogenesis, chromatin remodeling enzymes, BRG1, BRM, SWI/SNF, β-catenin, bromodomain

## Abstract

Skeletal muscle differentiation is a tightly regulated process, and the importance of the mammalian SWI/SNF (mSWI/SNF) chromatin remodeling family for regulation of genes involved in skeletal myogenesis is well-established. Our prior work showed that bromodomains of mSWI/SNF ATPases BRG1 and BRM contribute to myogenesis by facilitating the binding of mSWI/SNF enzymes to regulatory regions of myogenic and other target genes. Here, we report that pathway analyses of differentially expressed genes from that study identified an additional role for mSWI/SNF enzymes via the regulation of the Wnt signaling pathway. The Wnt pathway has been previously shown to be important for skeletal muscle development. To investigate the importance of mSWI/SNF enzymes for the regulation of the Wnt pathway, individual and dual knockdowns were performed for BRG1 and BRM followed by RNA-sequencing. The results show that BRG1, but not BRM, is a regulator of Wnt pathway components and downstream genes. Reactivation of Wnt pathway by stabilization of β-catenin could rescue the defect in myogenic gene expression and differentiation due to BRG1 knockdown or bromodomain inhibition using a specific small molecule inhibitor, PFI-3. These results demonstrate that BRG1 is required upstream of β-catenin function. Chromatin immunoprecipitation of BRG1, BRM and β-catenin at promoters of Wnt pathway component genes showed binding of BRG1 and β-catenin, which provides further mechanistic insight to the transcriptional regulation of these genes.

## Introduction

The skeletal muscle system is the largest organ of the muscular system, comprising about 30%–40% of the body mass. Skeletal muscles are responsible for voluntary body movements in coordination with the skeletal and nervous systems. These muscles originate from stem cells in the mesodermal layer during embryonic development (Stern et al., 1995; Buckingham et al., 2003; Braun and Gautel, 2011). In adults, muscle stem cells known as satellite cells are quiescent until they encounter a physical insult or injury (Motohashi and Asakura, 2014). Upon injury, satellite cells undergo rapid proliferation to generate mononuclear myocytes that increase expression of muscle-specific transcription factors MyoD and Myogenin and concurrently withdrawal from the cell cycle (Tajbakhsh et al., 1998; Roy et al., 2002; Bentzinger et al., 2012). This is followed by fusion of mononuclear myocytes into differentiated multinuclear myotubes. Due to its enormous capacity to regenerate, skeletal muscle is well-characterized as a model for studying tissue development and cellular differentiation. A better understanding of this process is key to developing therapies for muscular disorders like dystrophies, rhabdomyosarcoma, and myositis.

The SWI/SNF enzymes are the largest family of ATP-dependent chromatin remodelers in eukaryotes, and their roles in transcriptional regulation have been well-documented (Müller and Leutz, 2001; Clapier and Cairns, 2009; Laengst et al., 2015). Mutations in many of these complex subunit proteins are associated with cancer (Weissman and Knudsen, 2009; Romero and Sanchez-Cespedes, 2014). Mammalian SWI/SNF (mSWI/SNF) remodelers exist as multi-subunit complexes that can assemble combinatorially, with different complexes assuming specific roles (Wang et al., 1996). Since chromatin remodeling is an ATP-dependent process, the ATPase subunit provides functional relevance to the complex. Brahma (BRM) and Brahma-Related Gene 1 (BRG1) are mutually exclusive ATPases found in all SWI/SNF complexes within a mammalian cell. Loss of enzymatic activity of the BRG1 ATPase subunit or mutations in the gene encoding it has been previously shown to be embryonic lethal (Bultman et al., 2000). Previous work from our lab and others has shown the importance of BRG1 and BRM in skeletal muscle development (de la Serna et al., 2001; Simone et al., 2004; de la Serna et al., 2005; De La Serna et al., 2006; Ohkawa et al., 2006; Ohkawa et al., 2007; Forcales et al., 2012; Comai and Tajbakhsh, 2014; Albini et al., 2015; Chal and Pourquié, 2017).

mSWI/SNF complexes are also known to regulate signaling pathways in a tissue-specific manner by coordinating gene activation with help from signature transcription factors. Simone et al. had shown that, in skeletal muscle, p38/MAP kinase activity is required for phosphorylation of the BAF60c subunit, which promotes recruitment of mSWI/SNF (Simone et al., 2004). In the absence of p38 kinase activity, muscle-specific transcription factors MyoD and MEF2 bind to histone acetyltransferases around regulatory regions but cannot activate gene expression due to lack of mSWI/SNF engagement in this process. Similarly, the GATA-1 transcription factor can interact with the mSWI/SNF complex to activate β-globin gene expression during myeloid differentiation (Kadam et al., 2000). Analogous interactions between tissue-specific transcription factors and mSWI/SNF remodelers have been reported in case of neuronal (Seo et al., 2005; Eroglu et al., 2006), cardiac (Lickert et al., 2004; Zhou et al., 2009; Lei et al., 2013), adipocyte (Kadam and Emerson, 2003; Debril et al., 2004; Salma et al., 2004), hepatocyte (Gresh et al., 2005), and retinal (Das et al., 2007) differentiation.

Skeletal muscle differentiation is regulated by precisely coordinated signaling mechanisms triggered by mechanical and chemical stimuli, each of which can activate downstream signaling pathways (Olson, 1993; Chang, 2007; Perdiguero et al., 2009; Moreira-Pais et al., 2020). Some of the most well-studied signaling pathways in skeletal muscle include the p38 MAPK (Simone et al., 2004; Serra et al., 2007), IGF1 (Chang, 2007; Serra et al., 2007), PI3K/AKT/mTOR (Bassel-Duby and Olson, 2006), NFκB (Chang, 2007), Wnt (Moreira-Pais et al., 2020), JAK/STAT (Yin et al., 2013), and Ca^2+^/Calmodulin-dependent pathways (Olson, 1993; Chang, 2007). Canonical and non-canonical Wnt signaling has been shown to play differential roles in myoblast proliferation and skeletal muscle differentiation at early and terminal stages (Münsterberg et al., 1995; Tajbakhsh et al., 1998; Miller et al., 1999; Petropoulos and Skerjanc, 2002; Eliazer et al., 2019). Most of these signaling pathways can crosstalk with each other, and therefore an understanding of their regulation and integration is key to understanding development and regeneration, as well as to development of therapeutics that can cure skeletal disorders.

The canonical Wnt signaling pathway is dependent on cellular β-catenin levels (Miller et al., 1999; Petropoulos and Skerjanc, 2002; Dennis and Bradshaw, 2003; Otto et al., 2008). In the absence of a Wnt ligand-bound frizzled (Fzd) receptor, a downstream β-catenin degradation protein complex is active (Aberle et al., 1997; Petropoulos and Skerjanc, 2002). GSK3β is a component kinase of this complex that phosphorylates β-catenin and marks it for subsequent ubiquitination and proteasomal degradation (Aberle et al., 1997). In the presence of a Wnt ligand, the β-catenin degradation protein complex is tethered to the frizzled receptors in the membrane with the help of disheveled (Dvl) proteins, which blocks phosphorylation of β-catenin and promotes its stabilization (Otto et al., 2008). Stable β-catenin translocates to the nucleus and associates with transcription factors from the TCF/LEF/TLE families to regulate downstream target expression (Wagner et al., 2000). *In vitro* studies have utilized pharmacological inhibition of GSK3β to stabilize cellular β-catenin levels and mimic Wnt activation (Chang, 2007).

The role of Wnt signaling in muscle was identified about 30 years ago (Münsterberg et al., 1995; Stern et al., 1995). It is now known that Wnt signaling can contribute to all stages of skeletal muscle development (Moreira-Pais et al., 2020), including satellite cell proliferation (Otto et al., 2008), niche renewal (Yin et al., 2013; Eliazer et al., 2019), onset of differentiation by regulating MRF expression (Tajbakhsh et al., 1998), myocyte fusion (Rochat et al., 2004; Pansters et al., 2011) and terminal differentiation (Brack et al., 2007; Brack et al., 2008). Wnt and Notch signaling work antagonistically to regulate early and later stages of differentiation (Brack et al., 2008). Notch signaling is required for early activation and expansion of the satellite cell pool while Wnt signaling is responsible for fusion of these activated progenitors to form myotubes/myofibers (Brack et al., 2008).

A recent study from our group demonstrated that the bromodomains of the BRG1 and BRM ATPases are crucial for timely exit of myoblasts from the cell cycle and formation of well-developed myotubes *in vitro* and *in vivo* (Sharma et al., 2021). Here, we present new bioinformatic analysis of the genes differentially expressed in the presence of the inhibitor of the BRG1 and BRM bromodomains that identifies affected cell signaling pathways. Most notably, the Wnt signaling pathway was dependent on BRG1 and BRM bromodomains. siRNA mediated perturbation of BRG1 and BRM expression followed by Panther pathway analysis determined a key dependence of the Wnt signaling pathway on BRG1 but not on BRM. Chromatin IP assays showed binding of BRG1 on gene promoters of Wnt component genes as a function of myoblast differentiation, thus providing a mechanism of BRG1-dependent regulation of the Wnt signaling pathway. This work shows that mSWI/SNF enzymes regulate the Wnt signaling pathway in addition to regulating myogenic genes and genes controlling cell cycle, thereby expanding our understanding of the mSWI/SNF function during skeletal muscle differentiation.

## Materials and methods

### Antibodies and chemicals

Primary antibodies used for WB against BRG1 (sc-17796; 1:1,000), LaminB1 (sc-56144; 1:10,000) and β-catenin (sc-7963, 1:1,000) were purchased from Santa Cruz Biotech, United States. Myosin Heavy Chain (MHC) (Catalog# MF20; 1:1,000 for WB; 1:100 for ICC) was purchased from the Developmental Studies Hybridoma Bank, University of Iowa, United States. Antibodies used for chromatin IPs against β-catenin (Cell Signaling Technology, Inc., United States, Catalog# 8,480, 2 μL per μg of chromatin), BRG1 (Santa Cruz Biotech, United States, sc-17796, G-7X, 3–4 μL per μg of chromatin) and BRM antisera (3–4 μL per μg of chromatin) have been previously described (de la Serna et al., 2005; Sharma et al., 2021). PFI-3 (catalog# 15267) and CHIR99021 (catalog# 13122) were purchased from Cayman Chemicals, United States. Lysis buffers for ChIP assays were purchased from Cell Signaling Technology, United States (SimpleChIP^®^ Enzymatic Cell Lysis Buffers A & B, 14,282; SimpleChIP^®^ Chromatin IP Buffers, 14,231). Dulbecco’s modified Eagle’s medium (DMEM) was purchased from ThermoFisher Scientific (#11965118). Vectastain elite ABC (PK-6200) and HRP DAB substrate (SK-4100) kits were purchased from Vector Laboratories, United States.

### Cell culture

C2C12 cells were maintained and differentiated as previously described (Sharma et al., 2021). PFI-3 was added to cell culture media at a final concentration of 50 μM for all experiments. For Wnt pathway rescue experiments, 2.5 μM of the GSK3β inhibitor CHIR99021, 10 mM LiCl, 1% DMSO, or 10 mM NaCl were added at the time of induction of differentiation.

### siRNA transfection

siRNA oligos against BRG1 (siGENOME mouse Smarca4 pool #M-041135-01-0020, 50nM; siGENOME mouse Smarca4 #D-041135-03-0050, 25nM, referred to as siBRG1-A; and siGENOME mouse Smarca4 #D-041135-04-0050, 25nM, referred to as siBRG1-B) and BRM (siGENOME mouse Smarca2 pool #M-056591-00-0020, 50 nM) and non-targeting control (SMARTpool ON-TARGETplus scrambled # D-001810-10–20, 50 nM) were purchased from Dharmacon Horizon Discovery Ltd., United States. C2C12 cells were transfected as previously described (Sharma et al., 2021) using indicated concentrations of different siRNAs and harvested at indicated times for further analysis.

### Immunofluorescence

C2C12 cells were stained and analyzed for immunofluorescence as previously described (Sharma et al., 2021). Immunostaining was performed with MHC antibody (dilution in antibodies section) and DAPI for nuclear staining. Fusion index was calculated as the percentage of nuclei/cells stained with myosin heavy chain as compared to total number of nuclei/cells (Metzinger et al., 1993).

### Immunoblot analysis

C2C12 cells after indicated treatments were washed with PBS twice and were scraped using a cell lifter into 1 mL PBS. The resulting cell suspension was collected, and cells were pelleted by centrifugation. The pellets were lysed in 500 μL RIPA buffer (50 mM Tris-HCl, pH7.4, 150 mM NaCl, 1 mM EDTA, 1% NP-40% and 0.25% sodium deoxycholate) supplemented with 1X protease inhibitor cocktail (Sigma Aldrich, P8340). The lysates were incubated on a rocker for 15 min at 4 °C to allow lysis of cell membranes, followed by sonication in an ultrasonic bath sonicator for 3 cycles of 30 s on/off. Samples were centrifuged at 14,000 *g* for 10 min at 4 °C and supernatants were collected. Protein concentrations were determined using a Pierce™ BCA protein assay kit (ThermoFisher Scientific, United States) according to the manufacturer’s protocol. 20–50 μg of total protein with 5X loading dye (5% β-Mercaptoethanol, 0.02% Bromophenol blue, 30% Glycerol, 10% SDS, 250 mM Tris-Cl, pH 6.8) was boiled at 95 °C for 10 min and subjected to 8% SDS-polyacrylamide gel electrophoresis followed by electroblotting onto Immobilon-P PVDF membranes (Merck Millipore, United States). The membranes were then blocked using 5% non-fat milk in PBS for 30 min followed by overnight incubation at 4 °C with primary antibody against protein of interest at the desired dilution in 2% non-fat milk prepared in PBS or TBS. This was followed by 3 washes with TBS containing 0.1% Tween-20 for 5 min each at room temperature. The membranes were then incubated with HRP-conjugated anti-mouse or anti-rabbit secondary antibodies (1:2500, GE Healthcare Life Sciences) diluted in 2% non-fat milk prepared in PBS for 1 h at RT followed by 3 washes with TBS containing 0.1% Tween-20 for 5 min each at room temperature. Immuno-reactive bands were visualized by chemiluminescence with ECL Plus (GE Healthcare Life Sciences) using an Amersham Imager 600 (GE Healthcare Life Sciences). ImageJ software (NIH) (Schneider et al., 2012) was used to calculate band intensities from 3 independent experiments.

### Cell fractionation and Co-Immunoprecipitation

Cells grown on 10 cm dish were treated according to the relevant treatment group. On the day of harvest, culture media was aspirated, and cells were washed with ice-cold PBS twice to wash off residual media. Cells were scraped, resuspended in 1 mL ice-cold PBS, and collected in 1.5 mL Eppendorf tubes. Cells were pelleted at 2500 rpm for 5 min and the cell pellet was resuspended in 300ul of hypotonic buffer (10 mM HEPES, pH 7.9, with 1.5 mM MgCl2 and 10 mM KCl with freshly added protease inhibitor (Sigma Aldrich, P8340)). After 10 min of incubation on ice, with gentle vortexing 2-3 times in between, the cell suspension was centrifuged at 10,000 rpm for 1 min at 4 °C. The supernatant comprises the cytosolic lysate and was collected in a fresh Eppendorf tube. The nuclei in the pellet were washed gently with 1 mL hypotonic buffer and then resuspended using 300ul of RIPA buffer (50 mM Tris-HCl, pH7.4, 150 mM NaCl, 1 mM EDTA, 1% NP-40% and 0.25% sodium deoxycholate, add protease inhibitor (Sigma Aldrich, P8340) fresh). The suspension was incubated on ice for 10–15 min followed by lysis using 27G/28G syringe needles. The samples were centrifuged at 10000rpm for 5 min at 4 °C and supernatant (nuclear lysate) was used for co-immunoprecipitation experiments.

To set up co-IP, protein concentrations of the lysates were determined using Pierce™ BCA protein assay kit (ThermoFisher Scientific, United States) according to the manufacturer’s protocol. Equal amounts of protein was aliquoted to fresh pre-cooled Eppendorf tubes. Relevant antibodies for desired proteins were added and reactions were incubated overnight with rotation at 4 °C. Next morning, 40ul of equilibrated protein A beads (Catalog#10001D, ThermoFisher Scientific, United States) were added to each IP mix and incubated with rotation for additional 1–2 h. The beads were washed with 500ul cold RIPA lysis buffer thrice to remove unbound proteins. The pulled down protein-Ab complex was eluted in 50ul of RIPA buffer by incubating the beads at RT for 2 h. The eluant was collected and mixed with 5X loading dye (5% β-Mercaptoethanol, 0.02% Bromophenol blue, 30% Glycerol, 10% SDS, 250 mM Tris-Cl, pH 6.8) and electrophoresed using 8% SDS-polyacrylamide gels.

### RNA isolation and quantitative RT-PCR

RNA was extracted using Trizol (ThermoFisher) as per the manufacturer’s protocol. cDNA was prepared using 2 μg of total RNA quantified using a Nanodrop1000 spectrophotometer (ThermoFisher Scientific) using Superscript III First Strand Synthesis Kit (Invitrogen) according to manufacturer’s protocol. At least three independent biological replicates for qRT-PCR were performed with technical duplicates for each sample using 1 μL each of forward and reverse primers (10 μM stocks), 1 μL cDNA, 5 μL of Fast SYBR Green 2X Master Mix (Applied Biosystems), and final reaction volume was adjusted to 10 μL per reaction. All qPCRs were run in QuantStudio 3 RT-PCR machine (Applied Biosystems). ΔCT was calculated by subtracting the CT value for housekeeping gene (*Eef1α1*) from that of the target gene. ΔΔCT of each target gene was then calculated by subtracting the average of the ΔCT obtained in the control samples from ΔCT for each test sample. Relative gene expression was calculated using the 2^−ΔΔCT^ method (Livak and Schmittgen, 2001). Primers were purchased from Integrated DNA Technologies, Inc., United States. Primer sequences are listed in Supplementary Table S1.

### RNA-sequencing analysis

For RNA sequencing, total RNA samples in duplicate for each condition were evaluated for quality and concentration at the UMass Chan Medical School MBCL Fragment Analyzer services. Samples with RIN≥7 and 28S/18S ≥ 1.0 were sent to BGI Americas Corporation for library preparation and RNA sequencing (Huang et al., 2017). Libraries were sequenced and filtered for adapter-removal to generate clean fasta files. Reads were aligned to mm10 reference transcriptome using HISAT2. Gene expression levels were calculated using featureCounts (Liao et al., 2014). DEseq2 (Love et al., 2014) and EdgeR (Robinson et al., 2010) algorithms were used to detect differentially expressed genes (DEG). Transcripts with log2fold change ≥ ±0.5 and p-adjust <0.05 were identified as significantly dysregulated and were considered for further analysis. Pathway analysis was performed using the Panther database (Thomas et al., 2003; Mi et al., 2013). Volcano plots, dotplots and heatmaps were generated using ggplot2 (Wickham, 2016), Cluster profiler (Wu et al., 2021) and pheatmap (Pheatmap, 2019) packages in RStudio.

### Chromatin immunoprecipitation assay

Chromatin immunoprecipitation assays were performed as described previously (Witwicka et al., 2019). Quantification was performed using the fold enrichment method (2^-(Ct sample–Ct IgG)^) and shown as relative to a control region from a gene desert on mouse chromosome 6 as performed previously (Sharma et al., 2021). Sequences of primers used for ChIP assays are listed in Supplementary Table S1.

### Statistical analysis

Data generated from qRT-PCR, western blots, immunofluorescence, and chromatin immunoprecipitation assays are shown as mean ± the standard deviation of at least three independent biological replicates. Statistical analyses were performed using paired Student’s t-test in Prism9 (Graphpad Prism Software Inc., Unite States). Significance is displayed with *p < 0.05, **p < 0.01 and ***p < 0.005.

## Results

### Inhibition of BRG1 and BRM bromodomains affects the Wnt signaling pathway

We recently reported that the bromodomains of mSWI/SNF ATPases BRG1 and BRM are crucial for regulation of myoblast differentiation in culture and skeletal muscle regeneration following injury *in vivo* (Sharma et al., 2021). Inhibition of bromodomain function using the selective inhibitor PFI-3 resulted in decreased expression of myogenic genes and an increase in the number of cells that failed to exit from cell cycle under differentiation conditions due to mis-regulation of cell cycle regulatory protein levels (Sharma et al., 2021). Mechanistically, bromodomain function was required for recruitment of the mSWI/SNF ATPases to regulatory regions of cell cycle-related and muscle-specific genes. In the present study, all differentially expressed genes (DEGs) from PFI-3 treated differentiating C2C12 myoblasts were analyzed using PANTHER (Thomas et al., 2003; Mi et al., 2013) to identify pathways regulated by BRG1 and BRM bromodomains. Transcriptional output related to the Wnt signaling pathway was the most significant alteration as measured by the number of affected genes at both 24h and 48 h post-differentiation (Figures 1A,B). All significantly altered pathways are shown. Other signaling pathways like integrin signaling and cytoskeletal regulation by Rho GTPase were also identified (Figures 1A,B). Both of these pathways are extra-cellular matrix (ECM) signaling related pathways and are known to be regulated by the mSWI/SNF family of chromatin remodelers (Olson, 1993; Egerman and Glass, 2014).

**FIGURE 1:**
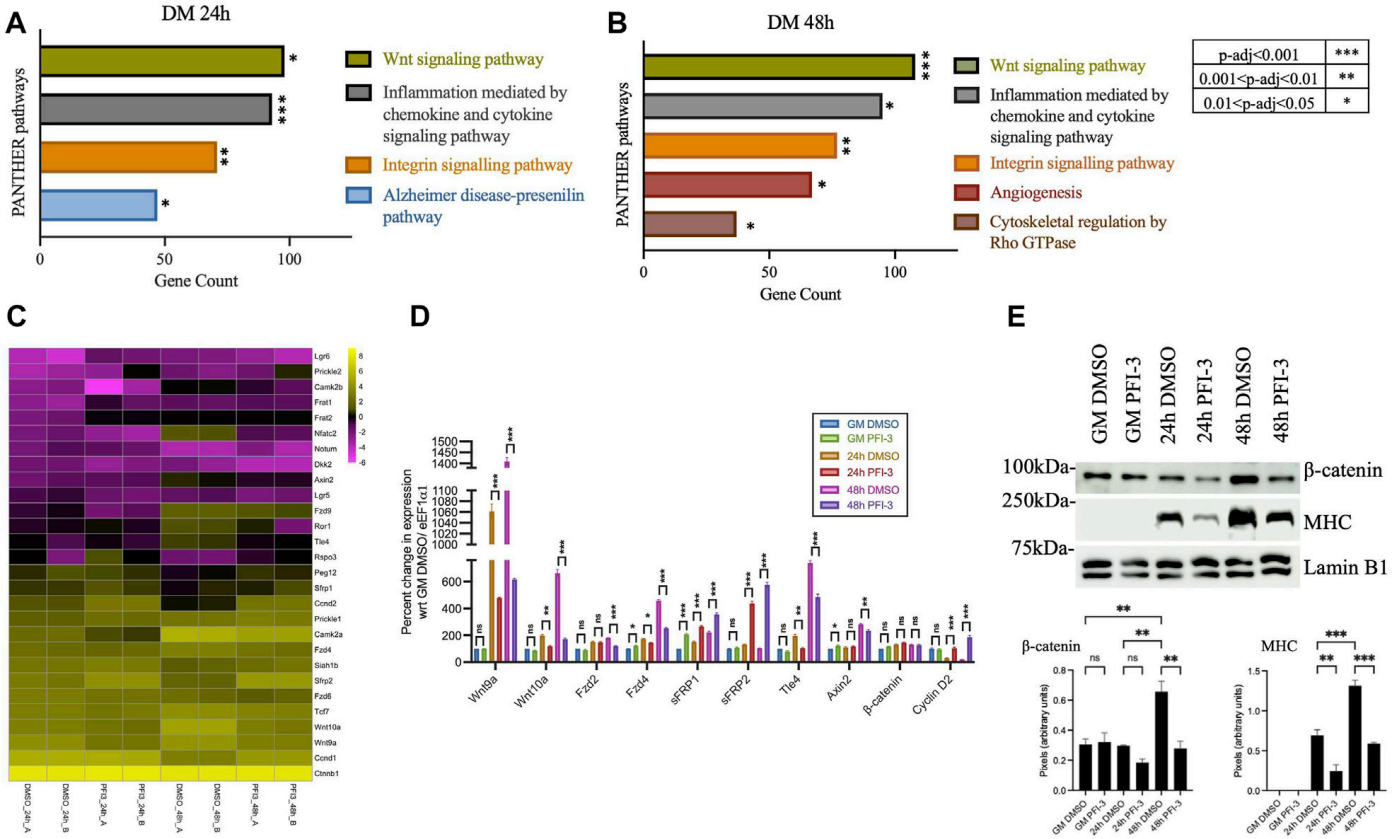
Inhibition of BRG1 and BRM bromodomains affects the Wnt signaling pathway. PANTHER pathway analysis of differentially expressed genes identified from previously published (Sharma et al., 2021) RNA-sequencing analysis of PFI-3 treated C2C12 myotubes differentiated for **(A)** 24 h and **(B)** 48 h showing the top significantly affected pathways, with *p*-value significance as shown in the key to the right of panel **(B)**. **(C)** Heatmap showing log_2_FPKM values for Wnt pathway-related genes from RNA-sequencing analyses in panels **(A)** and **(B)**. Data from the two independent replicates are shown side-by-side. **(D)** mRNA expression levels were determined by quantitative RT-PCR for Wnt-related genes- Ligands (*Wnt9a*, *Wnt10a*); Receptors (*Fzd2*, *Fzd4*); Antagonists (*sFRP1*, *sFRP2*); transcription factors (*Ctnnb1*/β-catenin, *Tle4*); downstream targets (*Axin2*, *Ccnd2*/Cyclin D2) from C2C12 myoblasts treated with DMSO or 50 μM PFI-3 for the indicated timepoints. Expression was normalized to control gene (*Eef1α1*) and change in expression is presented as percent change with respect to proliferation stage (GM) samples treated with DMSO, which were set at 100%. **(E)** Upper panel: Representative western blots for expression of β-catenin, myosin heavy chain (MHC) and Vinculin (loading control) at the indicated timepoints in C2C12 myoblasts treated with DMSO or PFI-3. Lower panel: Quantification of western blots for myogenin and myosin heavy chain. For panels **(D)** and **(E)**, the data represent the mean ± standard deviation from three independent experiments. ns, not significant, *p < 0.05, **p < 0.01, and ***p < 0.005 by Student’s t-test. GM, proliferating cells in growth media; DM; differentiating cells in differentiation media.

Volcano plots of all identified DEGs from 24 h to 48 h differentiated C2C12 myoblasts were generated, and some of the identified myogenic, cell cycle-related and Wnt-associated genes were labeled (Supplementary Figure S1). Wnt pathway component genes are highlighted by arrowheads. Inhibition of bromodomain function using PFI-3 did not alter the expression levels of *Brg1* or *Brm* transcripts (Supplementary Figure S1), as shown previously (Sharma et al., 2021). A heatmap of gene expression changes for differentially expressed Wnt pathway genes 48 h post-differentiation is shown in Figure 1C. Individual biological replicates are shown side-by-side. The dysregulated transcripts included those encoding the ligands Wnt9 and Wnt 11; frizzled membrane receptors Fzd1, Fzd2, Fzd4, and Fzd6; antagonists, sFRP1 and 2, Dkk2; R-spondin rspo3; transcription factors Tcf7, Tcf7l1, and Tle4, and others. Wnt target genes like those encoding cyclin D isoforms were also dysregulated. Expression of some of these Wnt component and target genes, along with other genes linked to Wnt signaling, were validated using qRT-PCR analysis of transcript levels in C2C12 myoblasts differentiated for 24 h and 48 h in the presence of PFI-3 (Figure 1D). The Wnt signaling pathway controls downstream target expression through β-catenin interacting with transcription factors belonging to the TCF/LEF/TLE families. Consistent with our findings, our previously published HOMER-based motif search of promoters of DEGs resulting from PFI-3 inhibition in differentiating C2C12 myoblasts identified the motif associated with TCF12 as one of the top 10 hits (Sharma et al., 2021).

Western blots indicate an increase in the β-catenin levels in differentiating cells compared to proliferating myoblasts and demonstrate that bromodomain inhibition decreases β-catenin protein expression levels (Figure 1E). Interestingly, β-catenin expression at the transcript level is unchanged due to PFI-3-induced bromodomain inhibition (Figures 1C,D), indicating regulation at the post-transcriptional level. These results show that inhibition of BRG1 and BRM bromodomains negatively impacts the transcription of genes belonging to the Wnt signaling network and post-translationally affects the levels of β-catenin.

### Knockdown of BRG1, but not BRM, affects the Wnt signaling pathway

PFI-3 is a selective inhibitor of the bromodomains of BRG1 and BRM, both of which have been known to be crucial for skeletal muscle differentiation (Fedorov et al., 2015; Vangamudi et al., 2015; Gerstenberger et al., 2016; Sharma et al., 2021). To specifically investigate the requirement of BRG1 and/or BRM in the regulation of the Wnt signaling pathway, we performed siRNA-mediated individual and dual knockdowns of BRG1 and BRM followed by RNA-sequencing. 

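C2C12 cells, a line of mouse myoblasts that fuse into myotubes after a change to differentiation medium (DM), were transfected with siRNA against Smarca4, the gene of BRG1 (siBRG1), against Smarca2, the gene of BRM (siBRM), against both (siBoth), or with a scrambled control (siScr). The deposited data hold 2 libraries, replicates A and B, for each treatment in growth medium (GM) and for each treatment after 48 h in DM, 16 libraries in all. The paper gives 50 nM for its siRNA pools and 25 nM for single siRNAs against BRG1, and the sample labels give 25 nM for each treatment. The legend of Fig. 2D calls the replicates independent, and nothing states whether they came from separate cultures or whether the letters stand for different siRNAs. At 48 h, Smarca4 (NCBI gene 20586, chromosome 9 of GRCm38 from 21616106 to 21704230) was at 18.3% and 19.7% of the siScr mean in the siBRG1 libraries, at 108% and 116% in the siBRM libraries, and at 17.5% in siBoth replicate A and 61.0% in siBoth replicate B. Smarca2 (NCBI gene 67155, chromosome 19 from 26605073 to 26778321) was at 18.1% and 14.8% in the siBRM libraries, and at 14.0% in siBoth replicate A and 37.6% in siBoth replicate B. Myog, the gene of the early differentiation factor myogenin, was at 7.94% and 8.31% in the siBRG1 libraries, at 75.7% and 78.1% in the siBRM libraries, and at 1.72% and 36.4% in the siBoth libraries. The authors deposited expected counts per gene and FPKM. The sample notes name mm10, HISAT2, StringTie, Bowtie, RSEM and DESeq2 without roles or versions, and the paper names HISAT2 and featureCounts. The libraries hold 17127684 to 18551539 expected counts each. The counts were normalized by TMM and tested with the quasi-likelihood F test of edgeR in one fit of the 8 libraries at 48 h, and a gene was counted as changed at the paper's thresholds, an adjusted p under 0.05 and a log2 fold change of at least 0.5 in size.

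**Figure D1:**
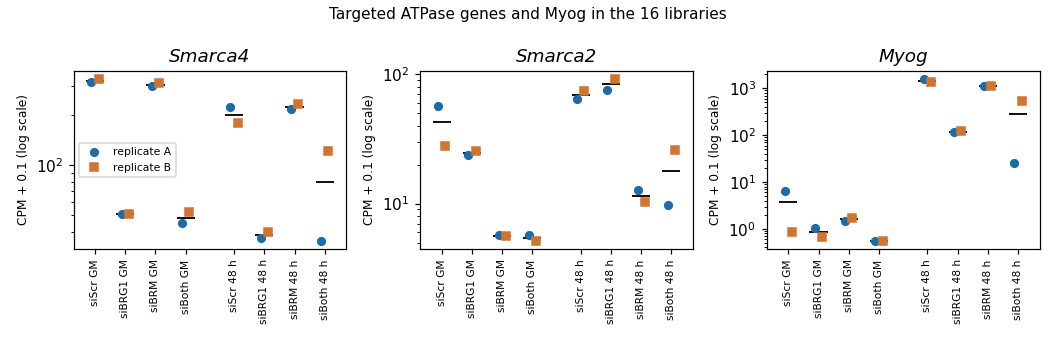
CPM (expected counts scaled by library size and TMM, on a log scale with 0.1 added) of Smarca4, Smarca2 and Myog in each of the 16 libraries, with circles for replicate A, squares for replicate B and a line at the mean of each pair. Smarca4 in siBoth replicate B at 48 h, at 122.5 CPM, lies between siBoth replicate A, at 35.2 CPM, and the siScr libraries, at 223 and 178.5 CPM.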

A reduction of BRG1 and/or BRM protein levels and interference in myoblast differentiation due to siRNA treatment was validated, with BRG1 knockdown having a greater effect on differentiation (Supplemental Figures 2A–B), as has been previously shown (Albini et al., 2015; Sharma et al., 2021). Transcripts identified by RNA-seq were mapped to the mouse genome (mm10). Genes that were differentially expressed in both replicates for each siRNA and timepoint are presented in Supplementary Table S2-Supplementary Table S3-Supplementary Table S3 and were further analyzed. Differential gene expression analysis identified 5354 (2741 upregulated, 2613 downregulated), 7,290 (3,658 upregulated, 3,632 downregulated) and 1,201 (536 upregulated and 665 downregulated) targets upon knockdown of both BRG1 and BRM), BRG1 only and BRM only, respectively (Supplementary Table S2C). 

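After 48 h in DM, 401 genes differed between the siBRG1 and siScr libraries, 234 of them higher and 167 lower after siBRG1 (2692 called by DESeq2, 1179 higher and 1513 lower). Among the largest rises were Pdgfra, a growth factor receptor of mesenchymal cells (log2 fold change 4.08, standard error 0.72, adjusted p = 0.0459), and Il6, a cytokine (3.94, standard error 0.75, adjusted p = 0.0482). Ccl11, a chemokine, fell by 3.78 on the log2 scale (standard error 0.35, adjusted p = 0.0379), and Ckb, a creatine kinase, fell by 2.92 (standard error 0.57, adjusted p = 0.0482). Between the siBRG1 and siBRM libraries, 2121 genes differed, 1126 higher and 995 lower in siBRG1 (3284 called by DESeq2), and the 2121 hold 221 of the genes higher and 152 of the genes lower in siBRG1 than in siScr. No gene passed the edgeR test between siBRM and siScr (0 genes, with 878 at an unadjusted p under 0.05), where DESeq2 called 38. After siBoth, 1 gene passed, Prr5l, which was higher and is named because it stands alone (2570 genes at an unadjusted p under 0.05, and 807 called by DESeq2). Between siBoth and siBRG1, 0 genes passed in edgeR, 1541 had an unadjusted p under 0.05, and DESeq2 called 192. The test covered 13291 genes. In simulated data with the spread of these 8 libraries, DESeq2 called 51 unchanged genes and edgeR 10. The DESeq2 counts here and below may therefore hold more false calls. The siBoth replicates were the least alike of the pairs at 48 h (Pearson r of log2 CPM across 12322 genes 0.909, against 0.969 for siScr, 0.989 for siBRG1 and 0.997 for siBRM), and with both left out of the fit, a setting chosen after the data were seen, 4301 genes differed between siBRG1 and siScr (1921 higher, 2380 lower), 28 between siBRM and siScr (2674 with siScr replicate A left out as well, and 402 with siScr replicate B left out as well) and 4795 between siBRG1 and siBRM. Without siBoth replicate B, 3617 genes differed between siBoth and siScr and 2516 genes did so between siBoth and siBRG1 without siBoth replicate A. Leaving out 1 of the libraries compared leaves a group with 1 library, whose spread is then taken from the other groups. For siBRG1 these include the unlike siBoth pair. Such fits therefore do not show whether the siBRG1 effect rests on single libraries, here or in the lists below. With siBoth and 1 siScr library left out, the lone siScr library takes its spread from siBRG1 and siBRM. Those replicates were more alike than the siScr replicates, so the counts of such fits do not settle it either. A fit without 1 siBoth replicate does not hold the spread between the siBoth replicates, here or below.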

PANTHER pathway analysis of the differentially expressed genes due to individual or dual knockdowns showed that Wnt signaling pathway was listed as the most-affected pathway for knockdown of both BRG1 and BRM and of BRG1 only, but not for knockdown of BRM only (Figures 2A–C). 

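Of 129 tested genes of the Wnt pathway, from a list of ligands, receptors, extracellular modulators and intracellular components fixed before the data were examined, 4 were higher and 2 were lower after siBRG1 than in siScr (13 and 6 when adjusted over the list alone). The genes that rose were Sfrp4, a secreted Wnt antagonist, Fzd1, a Frizzled receptor, Dact2, a regulator of Dishevelled, and Plcb1, a phospholipase C. The genes that fell were Csnk1e, a casein kinase, and Nfatc2, a transcription factor. Sfrp4 (NCBI gene 20379, chromosome 13 of GRCm38 from 19623175 to 19632825) stood at 32.2 ± 3.54 CPM (SD, n = 2) after siBRG1 and 2.47 ± 0.137 CPM in siScr, a log2 fold change of 3.73 (standard error 0.72, adjusted p = 0.0482 from edgeR). Fzd1 (NCBI gene 14362, chromosome 5 from 4753839 to 4758216) stood at 342.6 ± 6.99 CPM after siBRG1 and 65.4 ± 7.16 CPM in siScr, a log2 fold change of 2.42 (standard error 0.33, adjusted p = 0.0432). The 6 genes are 4.65% of the list, against 3.00% of the other genes (odds ratio 1.58, two-sided Fisher's exact test, p = 0.29, adjusted p = 1). Of 10000 random lists matched for expression, a share of 0.22 held as many changed genes. After siBRM, 0 genes of the list passed over all genes and 0 over the list alone (9 at an unadjusted p under 0.05, and 0 with DESeq2), and after siBoth 0 passed over all genes, and 3 higher and 2 lower genes over the list alone (25 at an unadjusted p under 0.05, and 10 higher and 4 lower with DESeq2). With the siBoth libraries left out, chosen after the data were seen, 0 passed after siBRM over all genes, and 1 higher and 1 lower over the list alone (21 at an unadjusted p under 0.05). Of 16 receptors, 5 were then lower over that sublist alone. The 13 extracellular modulators, taken as a set, were shifted upwards after siBRG1 in camera (adjusted p = 0.00736, and adjusted p = 0.982 with an estimated correlation). The test with an estimated correlation passed 0 of 99 set tests, so its value does not argue against this shift. Fry, another set test, also passed 0 of 99 in a direction. In this fit the shift as a set thus rests on camera with its preset correlation of 0.01. DESeq2 called 20 genes of the Wnt list higher and 11 lower after siBRG1 (odds ratio 1.25, Fisher's exact test, adjusted p = 0.642), and of the extracellular modulators 8 after siBRG1 (odds ratio 6.31, adjusted p = 0.0134) and 6 after siBoth (odds ratio 13.4, adjusted p = 0.000963), where edgeR called 1 and 0 (adjusted p = 1 in each). Of these modulators, edgeR called 8 after siBRG1 with the siBoth libraries left out, a setting chosen after the data were seen (odds ratio 3.30, adjusted p = 0.219). After siBoth their median log2 fold change was 1.13 with all libraries and 1.76 without siBoth replicate B. Among 264 tested genes annotated to Wnt signaling in the deposited files, an alternative to the list, 17 passed after siBRG1, 6.44% against 2.95% of the other genes (odds ratio 2.27, Fisher's exact test, p = 0.00304, adjusted p = 0.100). With DESeq2 the odds ratio of these genes after siBRG1 was 1.40 (adjusted p = 0.0993), and with the siBoth libraries left out it was 1.21 (36.9% against 32.6%, adjusted p = 0.455). With the siBoth libraries left out, chosen after the data were seen, 25 genes of the Wnt list were higher and 19 lower after siBRG1 (34.1% of the list against 32.7% of the other genes, odds ratio 1.07), and without siBoth replicate B 19 of 130 were higher and 18 lower after siBoth (28.5% against 26.5%). Fits that keep siBoth and leave out 1 of the siScr or siBRG1 libraries take part of their spread from siBoth. They do not decide how far these counts rest on 1 library. The fit without siBoth replicate B leaves 1 siBoth library and does not hold the spread between the siBoth replicates. The gene sets of PANTHER were not among the files used.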

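Among 81 tested genes of integrin signaling and the extracellular matrix, from a list fixed before the data were examined, 6 were higher and 1 was lower after siBRG1 than in siScr (18 and 8 when adjusted over the list alone). The 6 genes included the integrin subunits Itga11 and Itga8, the collagen genes Col12a1 and Col5a3, and the laminin gene Lama1. The collagen gene Col7a1 fell by 1.87 on the log2 scale (standard error 0.33, adjusted p = 0.0459). Col12a1 (NCBI gene 12816, chromosome 9 of GRCm38 from 79598987 to 79721141) had a log2 fold change of 2.51 (standard error 0.26, adjusted p = 0.0379 from edgeR) and Itga8 one of 2.25 (standard error 0.42, adjusted p = 0.0481). Between siBRG1 and siBRM, 23 genes of the list were higher and 4 lower in siBRG1 (26 and 7 over the list alone), among them Fn1, the gene of fibronectin (2.17, standard error 0.35, adjusted p = 0.0193), and the integrin subunit Itgb8 (2.74, standard error 0.37, adjusted p = 0.0143). Of all 13291 genes tested, 1126 were higher and 995 lower in that comparison. After siBRM, 0 genes of the list passed in edgeR and 0 over the list alone (14 at an unadjusted p under 0.05, and 1 with DESeq2). With the siBoth libraries left out, chosen after the data were seen, 1 was lower after siBRM, Itgb5 (3 higher and 8 lower over the list alone, and 29 at an unadjusted p under 0.05). The median log2 fold change of the list after siBRM was -0.23, and camera placed the set lower (adjusted p = 0.000157, and adjusted p = 0.982 with an estimated correlation, a test that passed 0 of 99 set tests). The genes that passed after siBRG1 are 8.64% of the list and 2.98% of the other genes (odds ratio 3.08, two-sided Fisher's exact test, p = 0.0111, adjusted p = 0.265). With DESeq2, 17 genes were higher and 11 lower after siBRG1 (odds ratio 2.09, adjusted p = 0.0240), and with the siBoth libraries left out 19 were higher and 16 lower (odds ratio 1.57, adjusted p = 0.219). In the fit of all 8 libraries at 48 h, the median log2 fold change of the list after siBRG1 was -0.07, with 39 genes above 0 and 42 below. The odds ratio for the genes annotated to integrin-mediated signaling in the deposited files was 1.49 (adjusted p = 1). As for the Wnt list, leaving out 1 of the siScr or siBRG1 libraries does not decide how far the counts after siBRG1 rest on it. After siBoth 0 genes of the list passed (5 higher and 1 lower over the list alone, 27 at an unadjusted p under 0.05, and 8 higher and 3 lower with DESeq2). Without siBoth replicate B, which leaves 1 siBoth library, the median log2 fold change of the list was -0.206, with 32 genes above 0 and 49 below.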

The analysis of differentially expressed genes due to BRM knockdown identified integrin signaling pathways as a target of both BRG1 and BRM (Figures 2A–C). The findings are largely consistent with the analyses of the PFI-3 treated cells (Figure 1) and suggest that BRG1 and, in particular, the BRG1 bromodomain, promotes the ability of BRG1 to regulate the Wnt signaling pathway.

**FIGURE 2:**
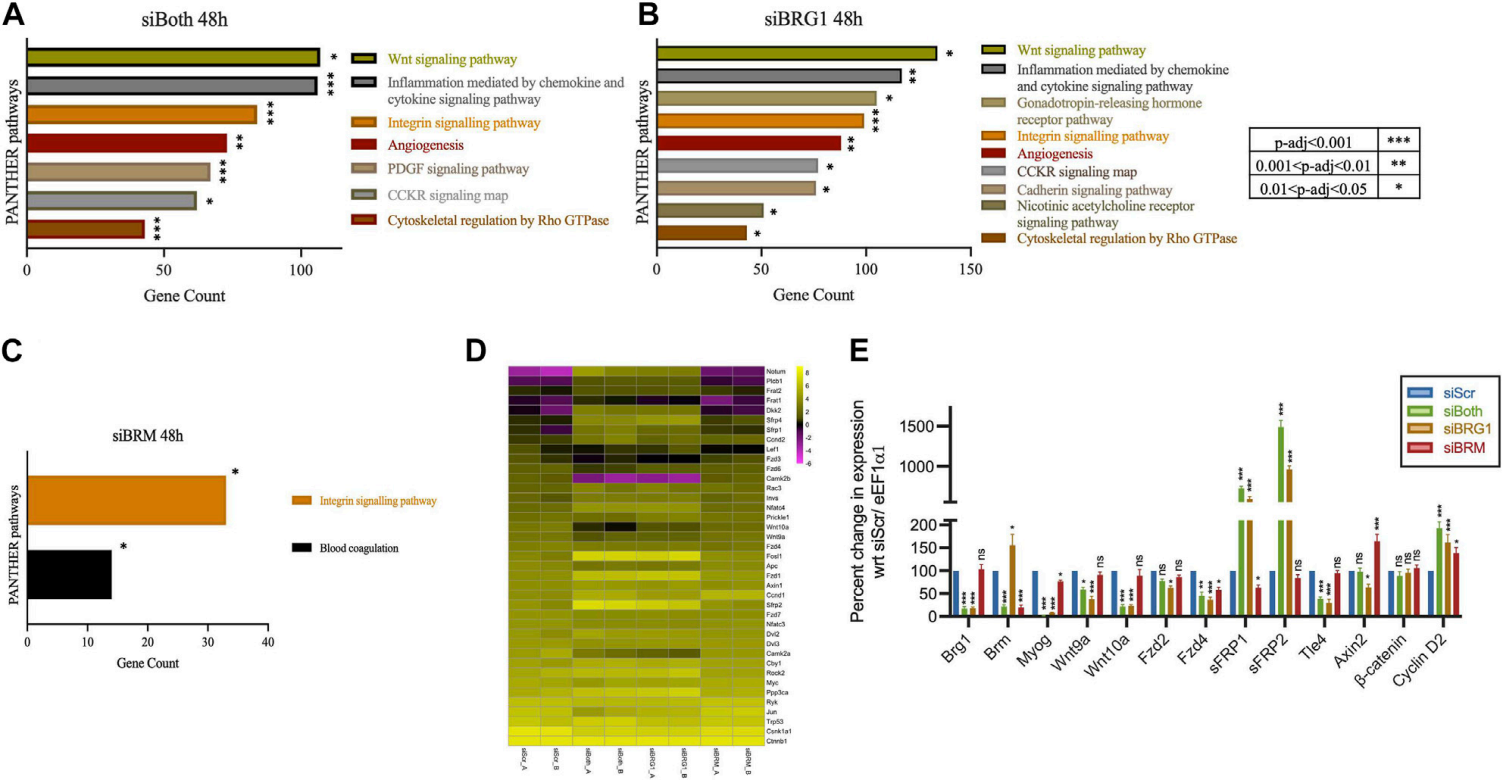
Knockdown of BRG1, but not BRM, affects the Wnt signaling pathway. PANTHER pathway analysis of differentially expressed genes identified from RNA-sequencing analysis of C2C12 myotubes differentiated for 48 h while being knocked down for **(A)** both BRG1 and BRM or **(B)** BRG1 only, as compared to non-targeting scrambled siRNA or **(C)** BRM only, as compared to non-targeting scrambled siRNA. Analyses show the top affected signaling pathways with *p*-value significance as shown in the adjoining key located to the right of panel **(B)**. **(D)** Heatmap showing log_2_FPKM values for Wnt pathway-related genes from RNA sequencing analysis of 48 h differentiated C2C12 myotubes that were treated with siRNA against non-targeting scrambled (siScr), both BRG1 and BRM (siBoth), BRG1 only (siBRG1), or BRM only (siBRM). Data from the two independent replicates are shown side-by-side. **(E)** mRNA expression data from qRT-PCR analysis of BRG1, BRM, Myogenin (*Myog*) and **(D)** mRNA expression data from qRT-PCR analysis of other Wnt related genes - Ligands (*Wnt9a*, *Wnt10a*); Receptors (*Fzd2*, *Fzd4*); Antagonists (*sFRP1*, *sFRP2*); transcription factors (*Ctnnb1*/β-catenin, *Tle4*); downstream targets (*Axin2*, *Ccnd2*/Cyclin D2) from 48 h differentiated C2C12 myotubes knocked down for BRG1 and/or BRM as described in **(D)**. Expression was normalized to a control gene (*Eef1α1*) and change in expression is presented as percent change with respect to siScr, which was set at 100%. Data represent the mean ± standard deviation from three independent experiments. ns, not significant, *p < 0.05, **p < 0.01, and ***p < 0.005 by Student’s t-test.

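After 48 h in DM, 20 of the 129 Wnt pathway genes tested were higher and 6 lower in siBRG1 than in siBRM (21 and 7 when adjusted over the list alone), in a direct comparison of the 2 knockdowns. Of all 13291 genes tested, 1126 were higher and 995 lower. The lists were not tested for over-representation in this comparison. Of 13 extracellular modulators, 7 were higher in siBRG1 and 0 lower (8 higher over the list alone). They were Sfrp2, Sfrp4 and Dkk2, whose products bind Wnt proteins or their coreceptors, Dkk3, named in the same family as Dkk2, and Apcdd1, a membrane antagonist. The others were Wls, which carries Wnt proteins to the cell surface, and Rspo2, which raises the response to Wnt. Sfrp2 (NCBI gene 20319, chromosome 3 of GRCm38 from 83765750 to 83774314) stood at 177 ± 12.2 CPM (SD, n = 2) in siBRG1 and 30.1 ± 4.71 CPM in siBRM, a log2 fold change of 2.60 (standard error 0.54, adjusted p = 0.0279 from edgeR). Dkk2 had a log2 fold change of 3.38 (standard error 0.82, adjusted p = 0.0378). Of 16 receptors, Fzd1, Lrp5, Lgr4 and Ror2 were higher and Fzd5 was lower (5 higher and 2 lower over the list alone). None of 8 ligands passed (0 in edgeR and in DESeq2, and 0 over the list alone). Wnt10a (NCBI gene 22409, chromosome 1 from 74792019 to 74804176) had a log2 fold change of -1.17 (standard error 0.70, adjusted p = 0.256), and of -1.17 with an adjusted p of 0.00515 when the siBoth libraries were left out, a setting chosen after the data were seen. In that setting 33 genes of the Wnt list were higher and 11 lower in siBRG1, where 2259 of all 13152 genes tested were higher and 2536 lower. How far these differences rest on 1 siBRG1 or siBRM library is not decided by leaving it out, because siBoth then sets part of the spread.

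**Figure D2:**
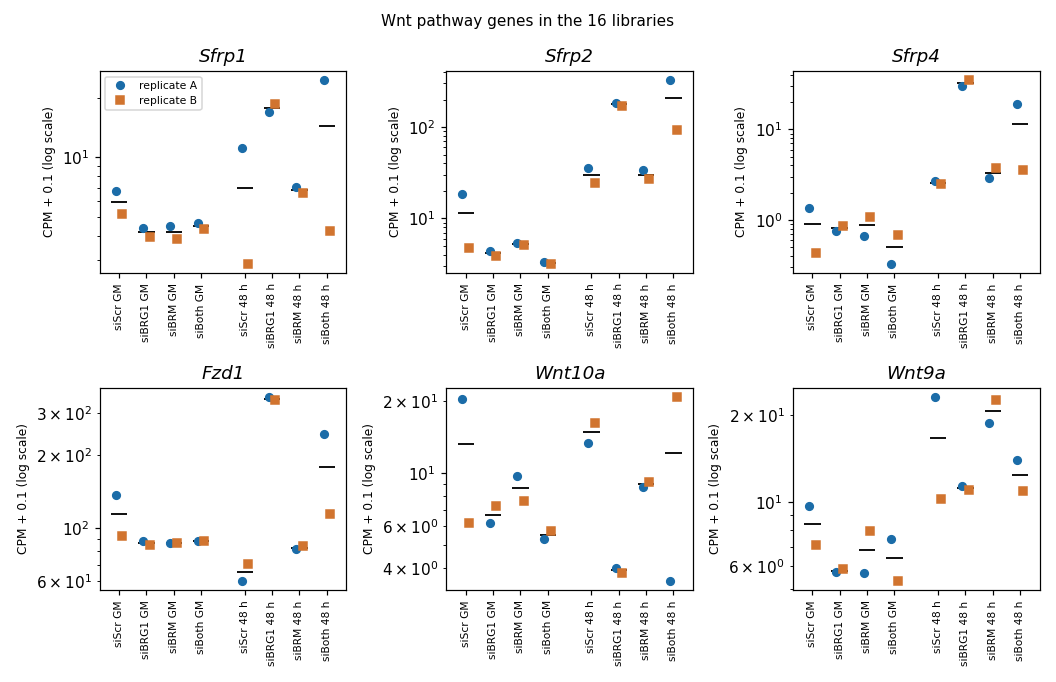
CPM (log scale, with 0.1 added) of 6 Wnt pathway genes in the 16 libraries, with circles for replicate A, squares for replicate B and a line at the mean of each pair. At 48 h, Sfrp2, Sfrp4 and Fzd1 are higher in both siBRG1 libraries than in the siScr and siBRM libraries, while Sfrp1 and Wnt9a differ widely between the siScr replicates (11.0 and 2.79 CPM for Sfrp1).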

A heatmap of Wnt pathway-associated genes supports the idea that BRG1, but not BRM, regulates the expression of Wnt pathway and related genes. Expression of these genes were significantly altered in cells where BRG1 and BRM or BRG1 only were knocked down, whereas knockdown of BRM alone had minimal effects on gene expression (Figure 2D). 

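All 39 genes labelled in Fig. 2D were tested. Fzd1, Plcb1 and Sfrp4 were higher after siBRG1 than in siScr, 0 were lower and 36 did not pass. None passed after siBRM or after siBoth in edgeR (0 in each, with 3 and 13 at an unadjusted p under 0.05), and DESeq2 called 12 higher and 4 lower after siBRG1, 0 after siBRM and 6 after siBoth, all higher. The median size of the log2 fold change over the 39 genes was 0.67 after siBRG1, 0.29 after siBRM and 0.47 after siBoth. The paper does not say how these genes were chosen, and if they were chosen on the same samples, their counts are not independent evidence. In the direct comparison of siBRG1 with siBRM, 9 of the genes were higher and 1, Camk2b, was lower. With both siBoth libraries left out of the fit, added after the data were seen, 12 of the genes were higher and 6 lower after siBRG1, and 0 passed after siBRM. Those that were lower included Wnt10a (log2 fold change -1.92, standard error 0.21, adjusted p = 0.000609), and those that were higher included Notum, whose enzyme inactivates Wnt proteins, at 16.3 and 15.4 CPM after siBRG1 and 0.224 and 0.0594 CPM in siScr. The siBoth replicates were on opposite sides of siScr for Wnt10a, at 3.46 CPM in replicate A, 20.6 CPM in replicate B and 14.7 ± 1.94 CPM (SD, n = 2) in siScr. For Sfrp1 they were at 24.4 and 4.11 CPM. Without siBoth replicate B, the median size of the log2 fold change over the 39 genes after siBoth was 0.83. Fits without 1 of the siScr or siBRG1 libraries borrow part of their spread from siBoth and do not test the siBRG1 counts. The paper proposes that BRG1 and not BRM regulates Wnt pathway genes. It draws on the heatmap, altered after both treatments that reduce BRG1 and little after siBRM. It also draws on its PANTHER analysis, volcano plots, qRT-PCR and ChIP of promoters.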

Volcano plots of also demonstrate that knockdown of BRG1 or knockdown of both BRG1 and BRM resulted in differential expression of Wnt-related genes whereas these genes were not differentially expressed when BRM was knocked down (Supplementary Figure S3A). 

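Of the 35 genes marked in Supplementary Figure S3A, the Wnt pathway genes Sfrp4 and Plcb1 were higher and Nfatc2 was lower after siBRG1 than in siScr. None of them passed after siBRM (0) or after siBoth (0) in edgeR, with 5 and 16 at an unadjusted p under 0.05, and DESeq2 called 4 higher and 12 lower after siBRG1, 1 lower after siBRM, and 3 higher and 4 lower after siBoth. The genes were marked on plots of the same samples without a stated rule, so their counts may not be independent evidence. Nfatc2 was at 2.07 and 1.96 CPM in siScr, at 0.982 and 1.03 CPM after siBRM, and at 0.106 and 0 CPM after siBRG1. Against siBRM, 5 of the genes were higher and 4 lower in siBRG1, among them the cell cycle inhibitors Cdkn1a (NCBI gene 12575, chromosome 17 of GRCm38 from 29090979 to 29100722), with a log2 fold change of -2.64 (standard error 0.56, adjusted p = 0.0296), and Cdkn1c (NCBI gene 12577, chromosome 7 from 143458339 to 143461059), with one of -3.05 (standard error 0.62, adjusted p = 0.0274). The cyclin genes Ccnb1 and Ccnb2 did not pass after siBRG1, with log2 fold changes of -0.83 (adjusted p = 0.281) and -0.91 (adjusted p = 0.234). In a fit without the siBoth libraries, added after the data were seen, 5 of the genes were higher and 19 lower after siBRG1, and 1, Smarca2, was lower after siBRM (log2 fold change -2.63, standard error 0.18, adjusted p = 0.0105). For siBoth, the median size of the log2 fold change over the 35 genes was 1.07, and 2.04 without replicate B, which leaves 1 siBoth library. Fits that keep siBoth and leave out 1 of the libraries compared test neither siBRG1 comparison, because the lone library takes its spread from groups that include siBoth.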

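In the RNA-seq libraries at 48 h, the genes of the targeted ATPases separated siBRG1 from siBRM: Smarca4 was lower (log2 fold change -2.52, standard error 0.51, adjusted p = 0.0277 from edgeR) and Smarca2 higher (2.91, standard error 0.44, adjusted p = 0.0180) in siBRG1. Axin2 (NCBI gene 12006, chromosome 11 of GRCm38 from 108917828 to 108950783), a scaffold of the β-catenin degradation complex and a target of Wnt signaling, was lower in siBRG1 than in siBRM (-1.31, standard error 0.36, adjusted p = 0.0495). Against siScr, Axin2 had log2 fold changes of -0.79 (standard error 0.36, adjusted p = 0.172) after siBRG1, 0.52 (0.34, adjusted p = 0.765) after siBRM and -0.33 (0.35, adjusted p = 0.614) after siBoth, at 1.97 ± 0.493 CPM (SD, n = 2) in siScr. Ctnnb1, the gene of β-catenin (NCBI gene 12387, chromosome 9 from 120933400 to 120960507), stood at 843 ± 24.1 CPM in siScr, 799.5 ± 61.9 after siBRG1, 952 ± 9.27 after siBRM and 821 ± 56.7 after siBoth, and did not pass in any of the 3 comparisons (adjusted p = 0.877, 0.853 and 0.966). None of the 13 genes of the qRT-PCR panel passed against siScr in edgeR after siBRG1, siBRM or siBoth (0 in each, with 6, 3 and 3 at an unadjusted p under 0.05), where DESeq2 called 1 higher and 4 lower after siBRG1, 1 lower after siBRM, and 1 higher and 1 lower after siBoth. The adjusted p after siBRG1 was 0.0503 for the Wnt antagonist gene Sfrp2 (log2 fold change 2.59) and 0.0515 for Smarca4 (-2.36). With the siBoth libraries left out, chosen after the data were seen, Sfrp2 was higher and Smarca4, Myog, Wnt10a, Fzd2 and Tle4 were lower after siBRG1, and Smarca2 was lower after siBRM. Without siBoth replicate B, which leaves 1 siBoth library, Sfrp1 had a log2 fold change of 1.82 after siBoth. Leaving out 1 of the siBRG1 or siBRM libraries does not decide how far the differences between those groups rest on it, because siBoth then sets part of the spread.

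**Figure D3:**
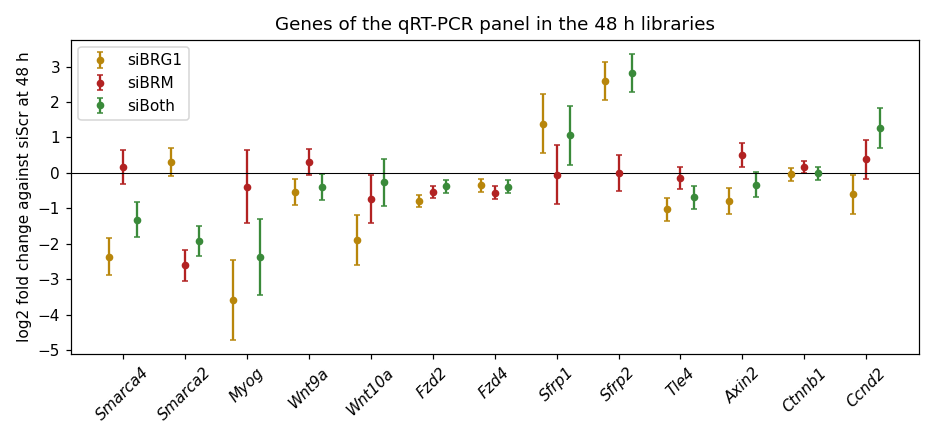
Log2 fold change against siScr at 48 h of the 13 genes of the qRT-PCR panel in the RNA-seq libraries after siBRG1, siBRM and siBoth, from the fit of all 8 libraries, with bars of 1 standard error. Smarca4 lies at -2.36 after siBRG1 and at 0.16 after siBRM, and Ctnnb1 lies near 0 after each of the 3.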

Validation of changes in the expression of selected Wnt pathway genes detected by RNA-seq was performed using quantitative RT-PCR (Figure 2E). Validation experiments also confirmed that expression of the genes encoding BRG1 and BRM were knocked down in the appropriate samples, as was expression of the gene encoding the early myogenic marker, myogenin. β-catenin mRNA levels were unaffected (Figure 2E). We also performed GO analyses of these datasets (Supplementary Figure S3B). The results indicate roles for BRG1 and BRM in skeletal muscle formation and function and are entirely consistent with prior evaluations of BRG1 and BRM knockdown in proliferating and differentiating myoblasts (Simone et al., 2004; De La Serna et al., 2006; Ohkawa et al., 2007; Forcales et al., 2012; Albini et al., 2015; Nasipak et al., 2015).

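Among the gene lists fixed before the data were examined, genes of the contractile apparatus had the lowest median log2 fold change after siBRG1. Of 52 tested sarcomere genes, 4 were lower and 0 higher than in siScr over all genes tested, and 51 were lower when adjusted over the list alone, with a median log2 fold change of -3.56. The 4 genes are 7.69% of the list, against 3.00% of the other genes (odds ratio 2.70, two-sided Fisher's exact test, p = 0.0713, adjusted p = 0.941). DESeq2 called 41 of the sarcomere genes lower (odds ratio 14.9, Fisher's exact test, adjusted p = 1.58e-17), 9 myogenic regulators lower and 1 higher, and 9 fusion genes lower and 3 higher. Markers of other cell types were called as well. Of 9 smooth muscle genes 2 were higher and 6 lower (odds ratio 31.6, Fisher's exact test, adjusted p = 0.000513), and of 7 osteoblast genes 4 were higher and 2 lower (odds ratio 23.7, adjusted p = 0.00492). The 4 sarcomere genes that passed in edgeR were Tcap, a protein of the Z-disc (log2 fold change -5.11, standard error 0.83, adjusted p = 0.0454), Casq1, the calcium store protein calsequestrin (-3.54, standard error 0.59, adjusted p = 0.0459), Mybpc2, a myosin-binding protein, and Cryab, a small heat shock protein of muscle. Of 17 myogenic regulators, Mef2d, a transcription factor of muscle genes, fell by 0.94 on the log2 scale (standard error 0.18, adjusted p = 0.0481), and the list alone gave 1 higher and 9 lower. Of 17 genes of myoblast fusion, Jam3, an adhesion protein, and Nfatc2 fell, and the list alone gave 3 higher and 9 lower. Of 26 nuclear genes of oxidative phosphorylation 0 passed over all genes (25 at an unadjusted p under 0.05, and 23 lower with DESeq2), 24 were lower over the list alone, and 11 were lower in siBRG1 than in siBRM. After siBRM, 0 genes of these 4 lists passed in edgeR, 0 over each list alone, 0 at an unadjusted p under 0.05 and 0 with DESeq2, and the sarcomere median was -0.07. With the siBoth libraries left out, 1 sarcomere gene was lower after siBRM and 0 higher (1 higher and 7 lower over the list alone, and 13 at an unadjusted p under 0.05), and 0 genes of the other 3 lists passed over all genes (2 fusion genes lower over the list alone). After siBoth 0 sarcomere genes passed over all genes and 6 were lower over the list alone (23 at an unadjusted p under 0.05, and 11 lower with DESeq2). The sarcomere median after siBoth was -2.55, and -6.66 without siBoth replicate B, which leaves 1 siBoth library. Camera placed the sarcomere list lower after siBRG1 (adjusted p = 5.56e-12, and adjusted p = 0.982 with an estimated correlation). The latter test passed 0 of 99 set tests and missed even this list, so it is no evidence against a shift. Fry, another set test, also passed 0 of 99 in a direction. Of the 167 genes lower after siBRG1, 114 (68.3%) were among the genes higher in siScr at 48 h than in siScr in GM, which are 17.1% of all genes, although both comparisons use the siScr libraries at 48 h. In the fit without the siBoth libraries this was 992 of 2380 (41.7%). Among the 995 genes lower in siBRG1 than in siBRM, a comparison without the siScr libraries, the number was 420 (42.2%), and 892 of 2536 (35.2%) in the fit without the siBoth libraries. With the siBoth libraries left out, chosen after the data were seen, 51 sarcomere genes, 11 of 16 myogenic regulators, 10 fusion genes and 24 genes of oxidative phosphorylation were lower after siBRG1. Fits of the other libraries without 1 siScr or siBRG1 library keep siBoth in the spread and do not decide how far the counts rest on 1 library.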

### β-catenin interacts with BRG1

Although mSWI/SF enzymes remodel chromatin structure, they often physically interact with sequence-specific DNA-binding transcription factors (Pedersen et al., 2001; Kadam and Emerson, 2003; Salma et al., 2004; Seo et al., 2005; Eroglu et al., 2006; Hodges et al., 2016) to target to specific genomic regions. Given the indication that BRG1 mediates the expression of Wnt signaling pathway components (Figure 2), we therefore looked for interaction between BRG1 and BAF250A, a subunit of mSWI/SNF enzymes that is specific to the BAF subfamily of mSWI/SNF complexes (Kimelman and Xu, 2006), and β-catenin, which promotes Wnt target gene expression when translocated to the nucleus. Using C2C12 myoblasts differentiated for 48 h in the presence of DMSO or PFI-3, we fractionated whole cell extract into cytosolic and nuclear fractions (Figure 3A). β-catenin was detected in both cytosolic and nuclear fractions, in agreement with prior studies (Kimelman and Xu, 2006). Interestingly, there was less nuclear β-catenin and more cytoplasmic β-catenin in cells treated with PFI-3 as compared to the DMSO treated control cells (Figures 3A,B), suggesting decreased nuclear transport or increased nuclear export of β-catenin in PFI-3 treated differentiating C2C12 myoblasts. Using the nuclear fractions, co-immunoprecipitation experiments were performed for β-catenin, BRG1 and BAF250A. Immunoblots probed for β-catenin and BRG1 show interaction between these three proteins (Figure 3C). Quantification of three independent replicates of this experiment was performed (Figure 3D). Although we observed a reduction in the amount of BRG1 co-immunoprecipitated by β-catenin (Figures 3D – center) and a reduction in the amount of β-catenin co-immunoprecipitated by BRG1 (Figure 3D-left), only the former difference was statistically significant. Additionally, we note that there was no difference in the amount of co-immunoprecipitated protein in the analogous reciprocal experiment using β-catenin and BAF250A. We suggest that the reduction in nuclear β-catenin in PFI-3 treated cells is not reproduced in the co-immunoprecipitation experiments due to inefficiencies in the method itself that prevent qualitative immunoprecipitation of all of the nuclear protein. In summary, these results indicate that BRG1 and at least one other mSWI/SNF protein form a complex with β-catenin in the nucleus, suggesting a mechanism for the involvement of the mSWI/SNF complex in the expression of Wnt pathway genes.

**FIGURE 3:**
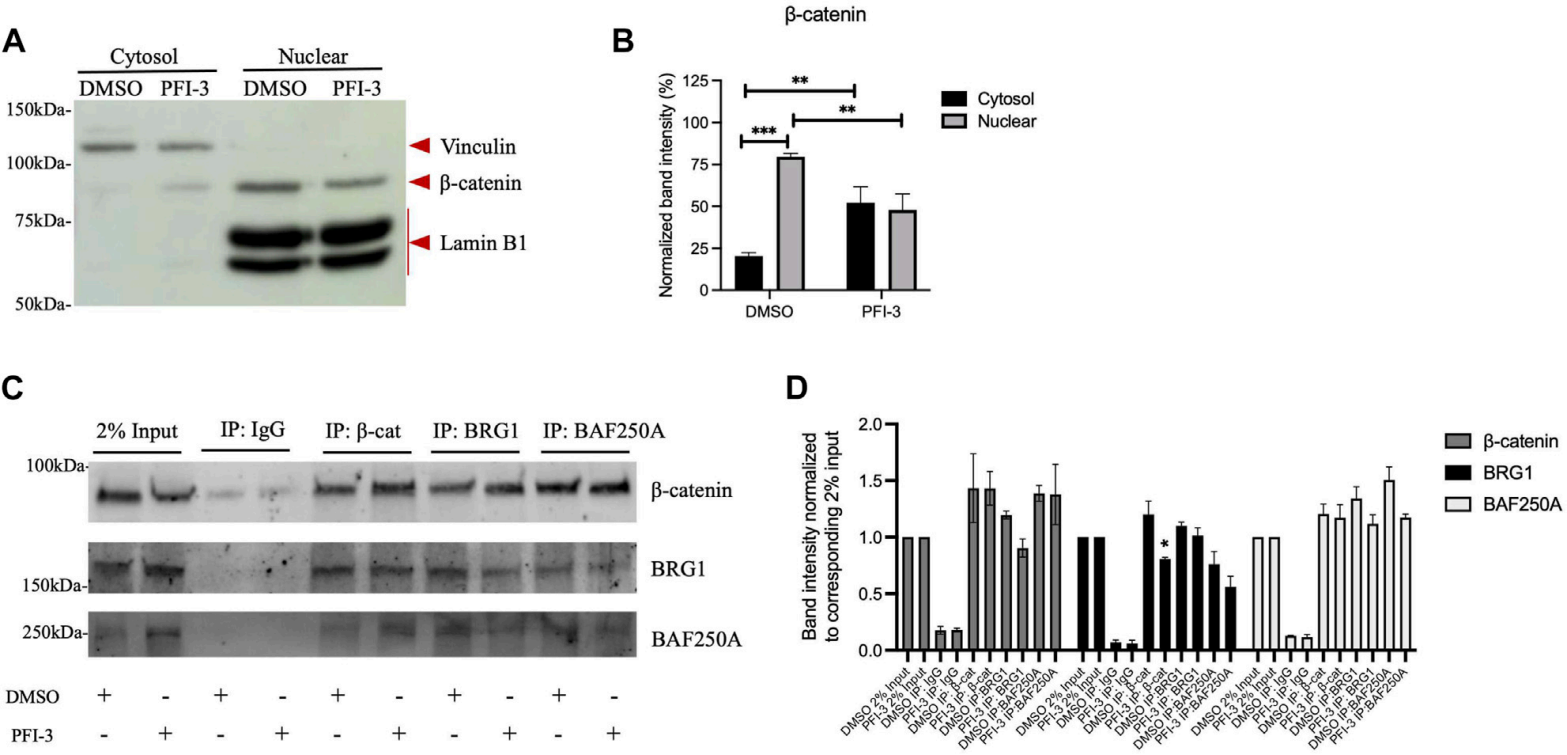
β-catenin interacts with BRG1 and the BAF250A subunit of mSWI/SNF enzymes. **(A)** Representative Western blot for C2C12 myoblasts treated with DMSO or PFI-3 and differentiated for 48 h were separated into cytosolic and nuclear fractions and immunoblotted for a cytosolic marker (Vinculin), a nuclear marker (Lamin B1) and β-catenin. **(B)** Quantification of the data in **(A)** showing the average values for 3 independent experiments ± standard deviation. **(C)** The nuclear fraction was subjected to co-IP using antibodies against β-catenin, BRG1 and BAF250A. Immunoblots show 2% input (lanes 1-2) and co-immunoprecipitated material for IgG (lanes 3-4), β-catenin (lanes 5-6), BRG1 (lanes 7-8), BAF250A (lanes 9-10) probed for β-catenin, BRG1, and BAF250A. **(D)** Quantification of co-immunoprecipitation experiments from 3 independent replicates. Data are presented as the mean ± standard deviation. For panels **(B)** and **(D)**, *p < 0.05, **p < 0.01, and ***p < 0.005 by Student’s t-test.

### Rescue of the Wnt signaling pathway can restore myoblast differentiation in the presence of the PFI-3 bromodomain inhibitor or BRG1 knockdown

If inhibition of the BRG1 bromodomain or a deficiency in cellular BRG1 levels contributes to myoblast differentiation via regulation of Wnt signaling pathway components, agents that stabilize β-catenin may permit differentiation even in the presence of PFI-3 or BRG1 knockdown. Lithium chloride has been historically used as a Wnt pathway agonist for this purpose to understand the role of Wnt signaling pathway, as it inhibits GSK3β activity and therefore stabilizes β-catenin (Stambolic et al., 1996). A selective pharmacological inhibitor against GSK3β, CHIR99021, also stabilizes β-catenin (Ying et al., 2008) and so was used here to provide an additional test of the hypothesis.

As shown previously (Sharma et al., 2021), PFI-3 treatment inhibited myoblast differentiation at 48 and 72 h post-differentiation as monitored by imaging (Figure 4A) and determination of both the fusion index and the number of nuclei per cell (Figures 4B,C). Addition of LiCl or the GSK3β inhibitor rescued myogenic differentiation qualitatively and quantitatively by the measures described (Figures 4A–C). In addition, cells were probed for myosin heavy chain (MHC) and myogenin protein levels; the results showed that both LiCl and the GSK3β inhibitor significantly elevated MHC levels in untreated cells and elevated MHC levels in PFI-3 treated cells to or in excess of the MHC levels observed in the control cells (Figures 4D,E). Myogenin protein levels were also rescued (Figures 4D,F), though we note that PFI-3 had a smaller effect on myogenin expression than on MHC expression, consistent with prior observations (Sharma et al., 2021). Western blot analysis also confirmed that β-catenin levels were stabilized in the LiCl and GSK3β inhibitor-treated cells (Figures 4D,F). The results indicate that stabilizing β-catenin levels to rescue the Wnt signaling pathway can restore the ability of myoblasts to differentiate even in the presence of a BRG1/BRM bromodomain inhibitor.

**FIGURE 4:**
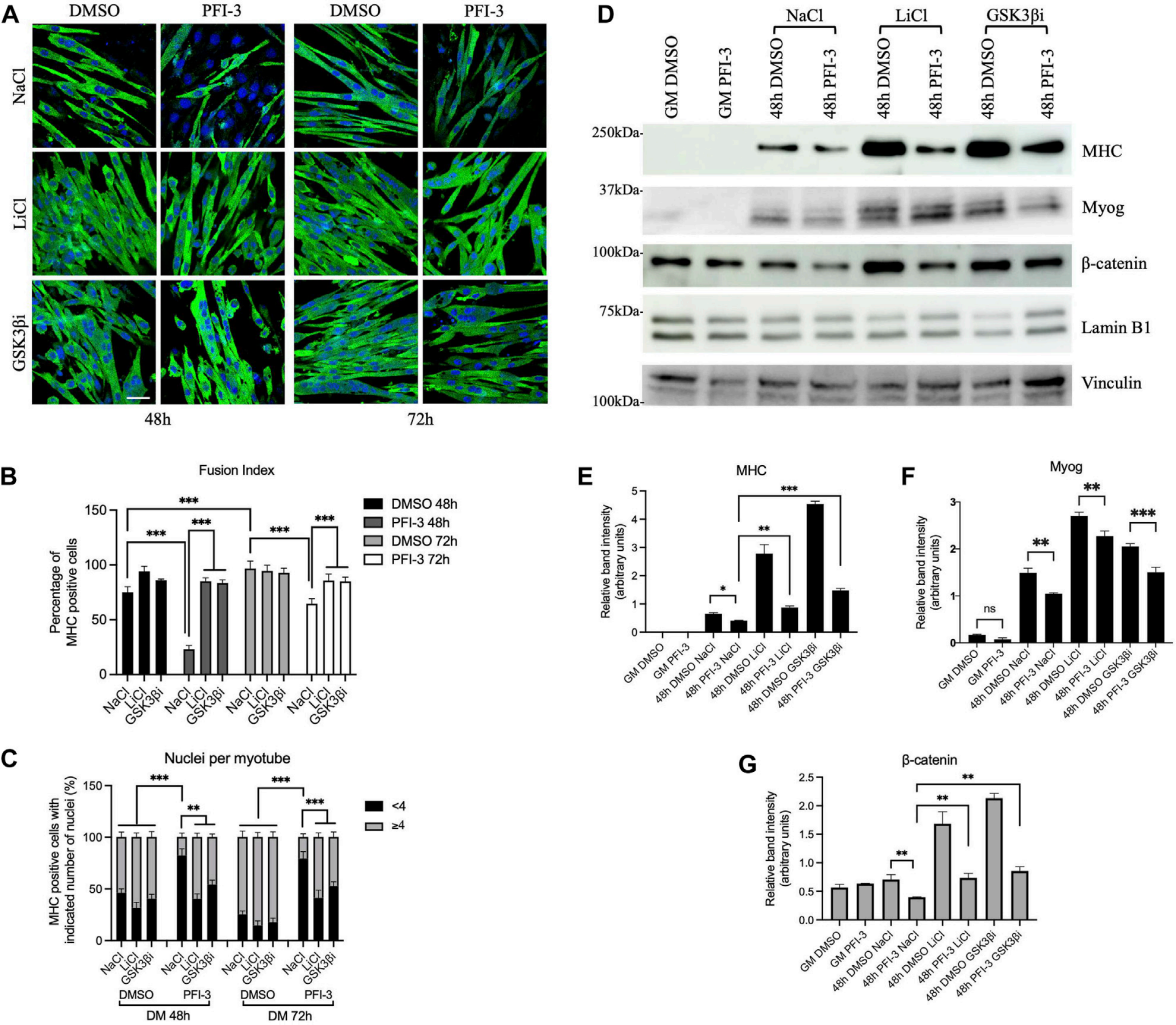
Rescue of Wnt signaling by β-catenin stabilization can restore myoblast differentiation in the presence of the PFI-3 bromodomain inhibitor. **(A)** Confocal images of 48 h differentiated C2C12 myotubes treated with DMSO or PFI-3. Both sample sets were subjected to GSK3β inhibition using LiCl or CHIR99021, a specific GSK3β inhibitor (GSK3βi), as described in the methods and immunostained for myosin heavy chain (FITC, green) and nuclei (DAPI, blue). NaCl was used as a treatment control. Scale:10 μm. **(B)** Fusion index and **(C)** nuclei per myotube were quantified from **(A)**. n > 150 nuclei. **(D)** Representative western blots showing expression of myosin heavy chain (MHC), myogenin (Myog), and β-catenin in 48 h differentiated C2C12 myotubes harvested after the indicated treatments. Lamin B1 was used as a loading control for the MHC and β-catenin blots; vinculin was used as the loading control for the myogenin blots. **(E–G)**. Bar plots showing band intensities for the proteins probed in **(D)** quantified using ImageJ (NIH). ns, not significant, *p < 0.05, **p < 0.01 and ***p < 0.005 by Student’s t-test. GM, proliferating cells in growth media.

Similar experiments were performed using cells subjected to knockdown of BRG1. Two different siRNAs that target BRG1 were used (Supplementary Figure S4A). Knockdown of BRG1 inhibited myoblast differentiation as measured by imaging, fusion index, and number of nuclei per myotube (Figures 5A–C). Treatment with either LiCl or the GSK3β inhibitor restored differentiation as measured by all three assays (Figures 5A–C). Western blot analysis confirmed knockdown of BRG1 (Figures 5D,E) and showed that treatment with LiCl or the GSK3β inhibitor restored MHC and myogenin expression, though the extent of myogenin rescue was not as great and did not restore wildtype levels of myogenin to the treated cells (Figure 5D, Figures 5F-G). β-catenin levels were completely rescued from BRG1 knockdown by both Wnt pathway modulators (Figures 5D,H). These results confirm the previous results with PFI-3 (Figure 4) and demonstrate the importance of BRG1 in the regulation of the Wnt signaling pathway.

**FIGURE 5:**
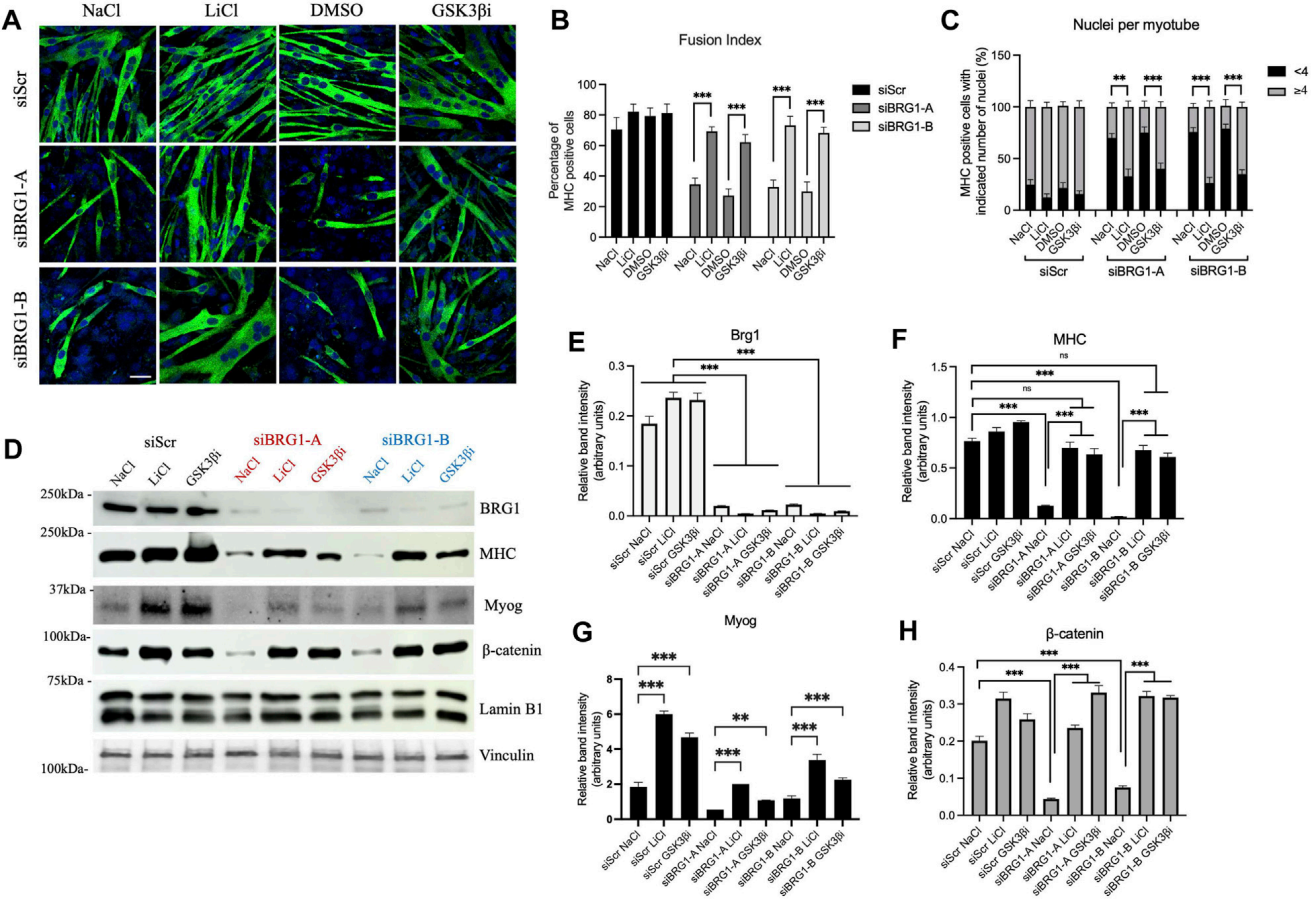
Rescue of Wnt signaling by β-catenin stabilization can restore myoblast differentiation under BRG1 knockdown conditions. **(A)** Confocal images of 48 h differentiated C2C12 myotubes knocked down for BRG1 using two different siRNAs (siBRG1-A, siBRG1-B) or a scrambled sequence siRNA (siScr) under the indicated conditions. Differentiating myoblasts were treated with LiCl or CHIR99021 (GSK3βi) as described in the methods and immunostained for myosin heavy chain (FITC, green) and nuclei (DAPI, blue). NaCl and DMSO were used as controls. Scale:10 μm. **(B)** Fusion index and **(C)** nuclei per myotube were calculated from **(A)** as described in methods. n > 150 nuclei. **(D)** Representative western blots showing expression of BRG1, myosin heavy chain (MHC), myogenin (Myog), and β-catenin in 48 h differentiated C2C12 myotubes harvested after treatments as described in **(A)**. Lamin B1 was used as the loading control for the MHC and β-catenin blots; vinculin was used as the loading control for the myogenin blots. **(E–H)** Bar plots showing quantification of band intensity for each of the probed proteins in the western blots shown in **(D)**. Data are presented as the mean ± standard deviation from three independent experiments. Quantification was performed using ImageJ, (NIH). ns, not significant, *p < 0.05, **p < 0.01 and ***p < 0.005 by Student’s t-test.

### BRG1 binds to Wnt pathway gene promoters

We asked whether BRG1 or BRM binds to Wnt pathway gene promoters to determine if they likely act in a direct manner on the regulatory sequences of these genes. We examined two ligand gene promoters, two receptor gene promoters, two antagonist gene promoters and two other gene promoters (Figures 6A–D). Proliferating myoblasts and myoblasts differentiated for 48 h were analyzed by chromatin immunoprecipitation (ChIP) under control conditions and in the presence of the PFI-3 bromodomain inhibitor. IgG pulldowns (Figures 6A–D) and amplification of unrelated genomic sequence (Supplementary Figure S4B) were performed as ChIP controls. BRG1 did not bind or bound at minimal levels to all promoters in proliferating myoblasts, and binding increased during differentiation at all of the promoters except for that controlling the *Axin2* gene. Binding was significantly impaired in the presence of the PFI-3 bromodomain inhibitor, thereby identifying the bromodomain as a contributor to the ability of the ATPase to interact with the chromatin at these promoter sequences. There was no indication of interaction of BRM with any of these sequences except at the *Fzd4* promoter, where it bound in a differentiation-specific and PFI-3 sensitive manner. This agrees with *Fzd4* transcript expression levels as seen in Figure 1D, indicating that *Fzd4* might be co-regulated by BRG1 and BRM. We conclude that BRG1 interacts with the regulatory sequences of most Wnt pathway genes.

**FIGURE 6:**
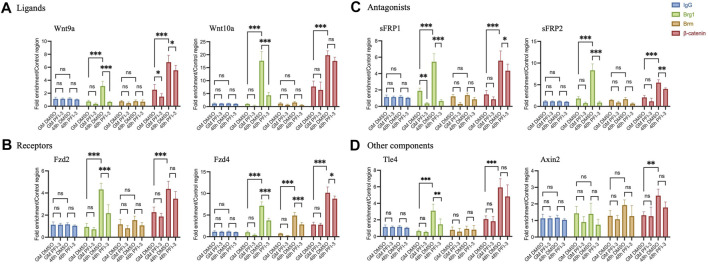
Chromatin immunoprecipitation assays show binding of BRG1, BRM, and β-catenin on gene promoters of Wnt pathway components- **(A)** Ligands- *Wnt9a* and *Wnt10a*, **(B)** Receptors- *Fzd2* and *Fzd4*, **(C)** Antagonists-*sFRP1* and *sFRP2*, **(D)** other components- *Axin*2 and transcription factor *Tle4*. Values were normalized to pulldowns with IgG and a genomic locus amplified by qRT-PCR as a negative internal control. Data are presented as the mean ± standard deviation from three independent experiments. ns, not significant, *p < 0.05, **p < 0.01 and ***p < 0.005 by Student’s t-test.

We subsequently examined β-catenin binding to Wnt pathway gene promoters. β-catenin binding occurred in a differentiation-specific manner in PFI-3 treated and control cells at all of the tested loci (Figures 6A–D). Although a statistically significant decrease in β-catenin was observed at four of the eight promoters tested, the decrease in each case was 30% or less. We interpret this finding to suggest that β-catenin binding is not drastically compromised at Wnt pathway genes in differentiating myoblasts treated with the PFI-3 bromodomain inhibitor. This might be due to the effect of PFI-3 on β-catenin protein expression as seen in Figure 1E, however, further experimentation will be required to investigate the direct correlation of global β-catenin protein levels with its chromatin binding.

## Discussion

Skeletal muscle differentiation is regulated by a wide range of signaling pathways. Using the P19 trans-differentiation model, Petropoulos et al. (Petropoulos and Skerjanc, 2002) showed that β-catenin and the canonical Wnt pathway is essential and sufficient for skeletal myogenesis. The non-canonical pathway has been shown to contribute to satellite cell quiescence and control of mechanoproperties, which can be key during proliferation and myofiber regeneration upon injury (Eliazer et al., 2019). In this study, we investigated the role of BRG1-and BRM-containing mSWI/SNF complexes in the regulation of the canonical Wnt signaling pathway during myogenesis. Our data demonstrate that inhibition of BRG1 and BRM bromodomain function using a specific inhibitor results in dysregulated expression of Wnt pathway genes. Perturbation of endogenous gene expression of BRG1 and BRM using an siRNA-based approach helped us to further dissect that BRG1, and not BRM, contributes to transcriptional output of Wnt pathway components and Wnt target genes. We report that expression of Wnt pathway component genes is altered upon BRG1 knockdown or inhibition. The work adds regulation of expression of the Wnt pathway genes as a functional distinction between the BRG1 and BRM ATPases during myoblast differentiation.

A link between BRG1 and Wnt signaling was reported over 20 years ago, when it was determined that BRG1 and β-catenin interact to activate target genes (Barker et al., 2001). Mouse modeling identified BRG1 as an activator of Wnt signaling and demonstrated that pharmacological stabilization of β-catenin rescued target gene expression and proper vascular development (Griffin et al., 2011). Subsequent studies identified BRG1 as a co-activator of β-catenin in other developmental functions, including liver regeneration and the midblastula transition (Wagner et al., 2017). Our current study shows that cooperativity between BRG1 and β-catenin mediated regulation of Wnt signaling extends to myoblast differentiation.

Pharmacological stabilization of cellular β-catenin protein levels activated downstream Wnt signaling which, in turn, rescued the muscle differentiation phenotype and myogenic gene expression even upon BRG1 inhibition or knockdown. This indicates BRG1 control of Wnt signaling is upstream of β-catenin-dependent signaling. Chromatin immunoprecipitation assays showed binding of BRG1 on the regulatory regions of Wnt pathway genes in a differentiation-induced manner, and co-immunoprecipitation experiments showed that BRG1 and another mSWI/SNF subunit, BAF250A, interacted with the β-catenin effector of Wnt gene expression in nuclear extracts. These findings support a model where BRG1-based mSWI/SNF enzymes promote the appropriate regulation of Wnt pathway component genes and cooperate with β-catenin in the activation of Wnt signaling via direct stimulation of Wnt pathway genes.

Inhibition of BRG1 bromodomain function using PFI-3 was previously shown to inhibit myogenesis and to affect the recruitment of BRG1 to myogenic gene promoters and enhancers and the recruitment of BRM to the promoters of cell cycle regulators important in muscle differentiation (Sharma et al., 2021). BRG1 recruitment to promoters of Wnt pathway genes was also inhibited in the presence of PFI-3. This provides mechanistic insight into BRG1-dependent regulation of Wnt signaling during skeletal myogenesis by indicating a role for the BRG1 bromodomain, which is known to interact with acetylated histones (Shen et al., 2007; Singh et al., 2007), a hallmark of actively transcribed genes. The results suggest optimal BRG1 binding requires interaction with acetylated chromatin and at least partially explains how BRG1 contributes to Wnt pathway gene expression via a role in transcriptional activation. BRG1 function during regulation of Wnt pathway components is, however, more complex, as there is bromodomain-dependent repression of the genes encoding the Wnt antagonists Sfrp1 and Sfrp2. Further work on this topic would require examination of the histone acetylation and other post-translational marks on these and other genes showing BRG1-dependent repression. In other systems, studies have shown that BRG1 can epigenetically regulate the Wnt pathway in regenerating liver after partial hepatectomy by recruiting the histone demethylase KDM4 to β-catenin target genes (Li et al., 2019). Another study performed in liver tumor inducing cells showed direct binding of BRG1 at *Fzd6* promoter during tumor inducing cell self-renewal (Chen et al., 2018), thereby providing additional support for BRG1 as a transcriptional regulator of genes encoding components of the Wnt pathway.

β-catenin is a key effector component of the canonical Wnt pathway. Interestingly, we saw no change in expression of β-catenin at the transcript level due to BRG1 knockdown or PFI-3 induced inhibition (Figure 1D; 2E). However, there was decreased protein expression, which argues for regulation at the post-transcriptional level (Figure 1E; Figures 4FD,G; Figures 5D,H). Thus, we provide evidence of a dual role for BRG1 in regulating the Wnt pathway; Wnt pathway component gene expression is regulated at the level of transcription while β-catenin gene expression is regulated post-transcriptionally. We do not know whether this post-transcriptional regulation involves mechanisms relating to the stability, splicing, or translational potential of the β-catenin mRNA or whether BRG1 and mSWI/SNF enzymes indirectly affect the expression of proteins involved in post-transcriptional processes. An intriguing possibility is that members of the β-catenin degradation complex are targeted. 

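Of 23 tested genes of the β-catenin degradation complex and its regulators, listed before the data were examined, 1 was lower after siBRG1 than in siScr and 0 were higher (the same numbers when adjusted over the list alone). The gene that fell was Csnk1e (NCBI gene 27373, chromosome 15 of GRCm38 from 79417852 to 79455579), a casein kinase of the Wnt pathway, at 88.7 ± 1.86 CPM (SD, n = 2) after siBRG1 and 199.8 ± 40.7 CPM in siScr (log2 fold change -1.14, standard error 0.22, adjusted p = 0.0482 from edgeR). The scaffold genes Apc and Axin1 had log2 fold changes of -0.01 (adjusted p = 0.986) and 0.29 (adjusted p = 0.202) after siBRG1, and the kinase gene Gsk3b one of -0.13 (adjusted p = 0.704). After siBRM and after siBoth, 0 genes of the list passed over all genes and 0 over the list alone (0 and 1 at an unadjusted p under 0.05, and 0 and 1 with DESeq2), and Csnk1e had log2 fold changes of -0.34 (adjusted p = 0.761) and -0.93 (adjusted p = 0.130). In siBRG1 against siBRM, Axin2 was lower and Ppp2r5a, a subunit of protein phosphatase 2A, was higher. With the siBoth libraries left out, chosen after the data were seen, Csnk1e, the kinase gene Csnk1a1 (log2 fold change -0.69, adjusted p = 0.0403) and the phosphatase subunit gene Ppp2r5d (-0.59, adjusted p = 0.0143) were lower after siBRG1, and Btrc, a subunit of the ubiquitin ligase that targets β-catenin, was higher (0.51, adjusted p = 0.0256). These 4 genes are 17.4% of the list, against 32.7% of the other genes. Without siBoth replicate B, which leaves 1 siBoth library, the median log2 fold change of the list after siBoth was -0.14. Whether the fall of Csnk1e after siBRG1 rests on 1 library is not decided by leaving it out, because siBoth then sets part of the spread.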

Review of differentially regulated genes induced by 48 h of PFI-3 treatment (Sharma et al., 2021) or by knockdown of BRG1 or both BRG1 and BRM, but not by BRM knockdown alone (Supplementary Table S2), showed downregulation of multiple members of this complex. Thus, a possible mechanism to explain post-transcriptional regulation of β-catenin protein levels may involve the transcriptional regulation of components of the β-catenin degradation complex by BRG1.

Axin2 is a component of the β-catenin-degradation complex and is also a downstream Wnt target (Novak and Dedhar, 1999; Nusse and Clevers, 2017). We observed some intriguing but unexpected results related to its transcript expression when differentiating C2C12 cells were subjected to knockdown or inhibition of BRG1 and BRM. In case of dual knockdown of BRG1 and BRM, there was no change in *Axin*2 expression (Figure 2E). There was, however, a decrease in expression when BRG1 was knocked down and a reverse effect when BRM was depleted. A possible explanation could be a balanced regulation of *Axin2* expression by BRG1-and BRM-containing mSWI/SNF complexes that is tilted one way or the other in the absence of one of the ATPases. Inhibition of bromodomain function by PFI-3 resulted in a modest reduction of *Axin2* mRNA expression, suggesting that inhibiting BRG1 bromodomain function had a greater impact than simultaneous inhibition of BRM bromodomain function. The reason for *Axin2* sensitivity to BRM while most of the other Wnt signaling pathway components did not show regulation by BRM is not known. The difference in transcript output could possibly be a result of variable mode of BRG1/BRM functional manipulation. We note that neither BRG1 nor BRM bound to *Axin2* sequences even though β-catenin binding was detected (Figure 6), suggesting that BRG1 and BRM-mediated regulation occurs via an indirect mechanism. However, we did not extensively survey the entire *Axin2* locus. An alternative hypothesis is that BRG1 and/or BRM bind elsewhere on the *Axin2* locus.

It is worth noting that other signaling pathways, such as integrin and Rho GTPase signaling, are also altered due to BRG1 knockdown or inhibition of bromodomain function (Figures 1A,B; Figures 2A,B). The role of extracellular matrix-dependent signaling pathways is linked to the mechano-contractile nature of the skeletal muscle tissue (Eliazer et al., 2019). The non-canonical Wnt pathway consists of a Rho GTPase-dependent pathway that contributes to planar cell polarity and a phospholipase C-dependent pathway that responds to fluctuations in cellular Ca^2+^ levels (Miller et al., 1999; Bentzinger et al., 2012). The expression of Wnt pathway genes as seen in the heatmaps (Figure 1C; Figure 2C) also depicts altered expression of Ca2+-calmodulin kinases and NFAT transcription factors that belong to the non-canonical branch. Thus, the non-canonical Wnt pathway might also be altered due to BRG1 knockdown or bromodomain inhibition. 

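Of 33 tested genes of the non-canonical Wnt branches, listed before the data were examined, Plcb1, a phospholipase C, was higher and Nfatc2, a transcription factor activated by calcineurin, was lower after siBRG1 than in siScr (5 higher and 3 lower when adjusted over the list alone). DESeq2 called 6 higher and 3 lower after siBRG1, 27.3% of the list against 20.2% of the other genes. Plcb1 (NCBI gene 18795, chromosome 2 of GRCm38 from 134786164 to 135475258) stood at 19.2 ± 1.83 CPM (SD, n = 2) after siBRG1 and 3.52 ± 0.234 CPM in siScr (log2 fold change 2.48, standard error 0.45, adjusted p = 0.0466 from edgeR). Against siBRM, 5 genes, among them Plcb1, Nfatc4, the calcineurin subunit gene Ppp3ca and Prickle1, were higher and Camk2b, Nfatc2 and Celsr3 were lower in siBRG1, with the same counts over the list alone. Nfatc4 had a log2 fold change of 1.74 (standard error 0.39, adjusted p = 0.0332) in that comparison. Camk2b, the gene of a calmodulin-dependent kinase (NCBI gene 12323, chromosome 11 from 5969629 to 6066357), was at 0.159 and 0.0572 CPM in siBRG1, 4.96 and 5.43 CPM in siBRM and 0.838 and 1.72 CPM in siScr. Camk2a, another gene of this kinase family, stood at 126 ± 50.0 CPM in siScr and 8.96 ± 2.77 CPM after siBRG1 and had a log2 fold change of -3.78 after siBRG1 (standard error 1.19, adjusted p = 0.0828). After siBRM and after siBoth, 0 genes of the list passed over all genes (3 and 5 at an unadjusted p under 0.05), DESeq2 called 0 after siBRM, and 1 higher and 1 lower after siBoth, and over the list alone 0 passed after siBRM and 1 was lower after siBoth. With the siBoth libraries left out, chosen after the data were seen, 6 genes were higher and 5 lower after siBRG1, with Camk2a among the lower (adjusted p = 0.000187). These 11 genes are 33.3% of the list, against 32.7% of the other genes. Without siBoth replicate B, the median log2 fold change of 34 genes of the list after siBoth was -0.20. Fits without 1 of the siScr or siBRG1 libraries take part of their spread from siBoth, so they do not test the siBRG1 counts.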

Further experiments would be required to explore BRG1-mediated regulation of the non-canonical Wnt pathway.

It has long been appreciated that mSWI/SNF enzymes contribute to myogenesis, but prior work has largely focused on the functions of these enzymes in the regulation of myogenic genes required for differentiation and maintenance of the muscle phenotype and of genes involved in cell cycle control. Our findings indicate a previously unappreciated role for BRG1 and the mSWI/SNF enzymes in the regulation of the Wnt signaling pathway during skeletal muscle differentiation. This function is largely independent of the homologous BRM ATPase. mSWI/SNF enzymes containing BRG1 transcriptionally regulate Wnt pathway genes via binding to sequences upstream of these genes and through a post-transcriptional mechanism that impacts the protein levels of the β-catenin regulatory protein that is central to Wnt signaling. The integration of mSWI/SNF function in promoting myogenic differentiation through multiple mechanisms reflects the complexity of differentiation signaling and the important roles for these chromatin remodeling enzymes.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE196283, GSE196283.

# Supplementary material for: Regulation of the Wnt signaling pathway during myogenesis by the mammalian SWI/SNF ATPase BRG1
**Source:** Front Cell Dev Biol. 2023 Jul 7;11:1160227. doi: 10.3389/fcell.2023.1160227
**Supplement:** Supplementary file 3

Supplemental Figure 1

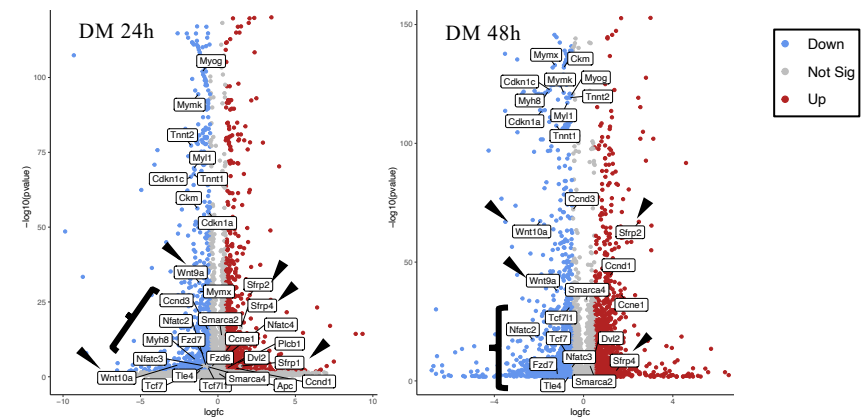

**Supplemental Figure 1.** Volcano plots for differentially expressed genes identified from RNA-sequencing of DMSO- or PFI-3-treated C2C12 myoblasts differentiated for 24h and 48h. Gene symbols for some myogenic and cell-cycle related genes are highlighted in rectangular boxes. Genes from Wnt-signaling pathway are marked with black arrows/brackets. DM, differentiation media; logfc, log fold-change.

Supplemental Figure 2

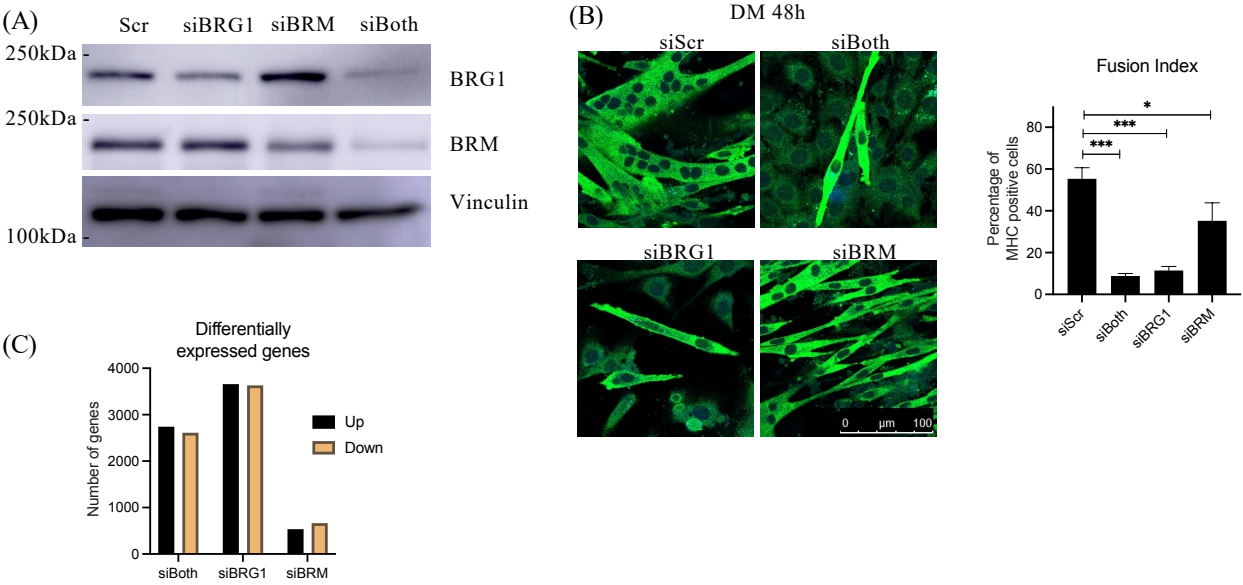

**Supplemental Figure 2.** (A) Representative western blots for expression of BRG1 and BRM in 48h differentiated C2C12 myotubes treated with siRNA against non-targeting scrambled (Scr), BRG1, BRM or both. Vinculin was used as a loading control. (B) Representative confocal images of 48h differentiated C2C12 myotubes as described in (A) and immunostained for myosin heavy chain (FITC, green). Quantification of fusion index is provided in the adjoining bar graph. (C) Number of differentially expressed genes in 48h differentiated C2C12 myoblasts described in (A) as determined by RNA-sequencing analysis. \*p<0.05, \*\*\*p<0.005. DM, differentiation media.

Supplemental Figure 3

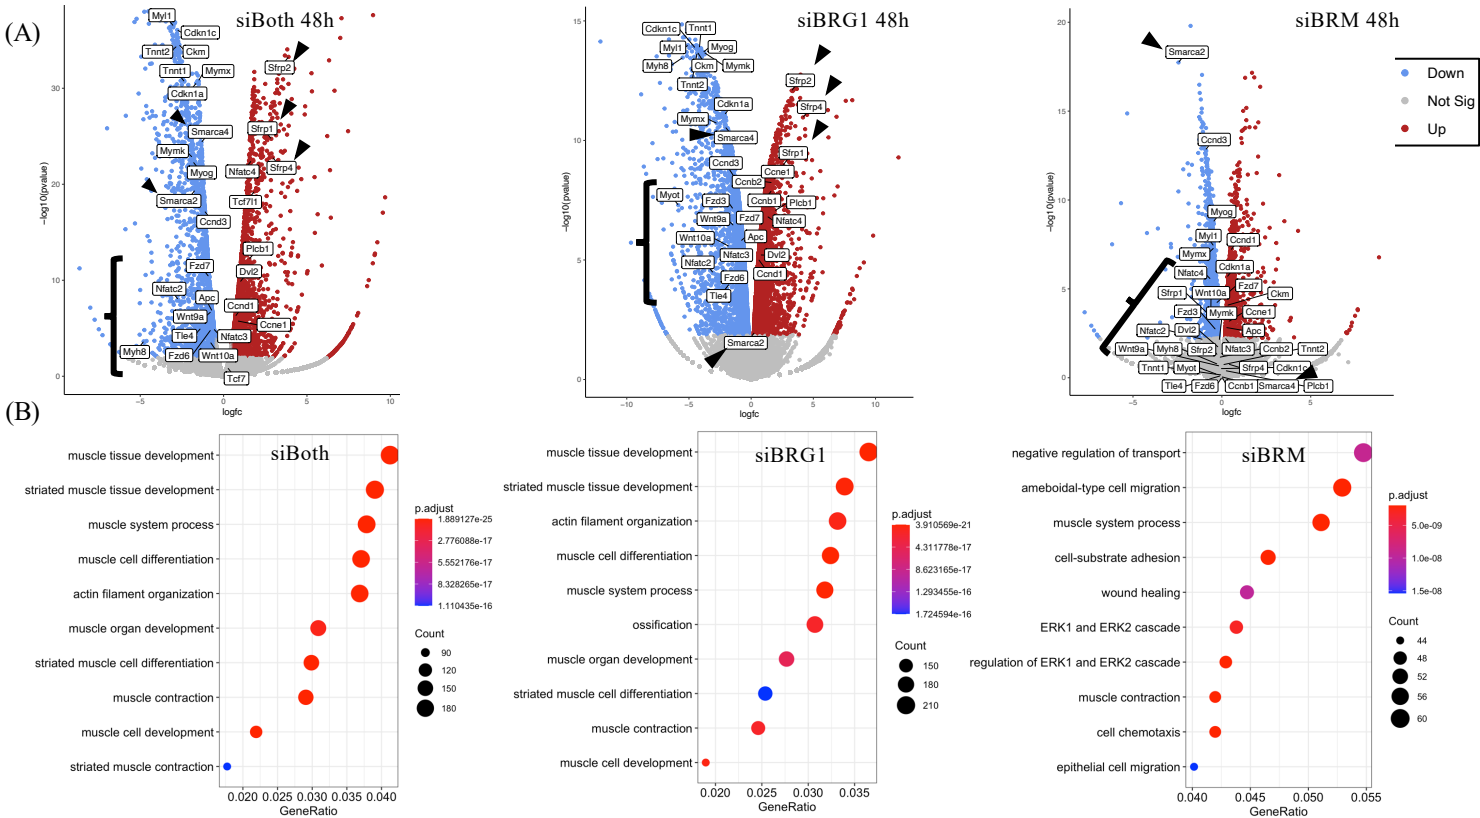

**Supplemental Figure 3.** (A) Volcano plots for differentially expressed genes identified from RNA-sequencing of 48h differentiated C2C12 myotubes treated with siRNA against BRG1, BRM or both. Differential gene expression is calculated relative to the corresponding control samples (siScr). Gene symbols for some myogenic and cell-cycle related genes are highlighted in rectangular boxes. Genes from Wnt-signaling pathway are marked with black arrows/brackets. (B) GO analysis of differentially expressed genes as described in (A). Top 10 categories related to biological processes are shown.

Supplemental Figure 4

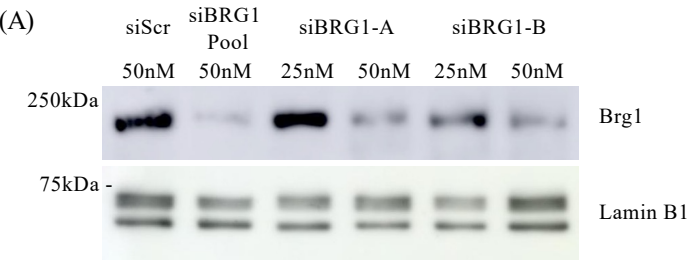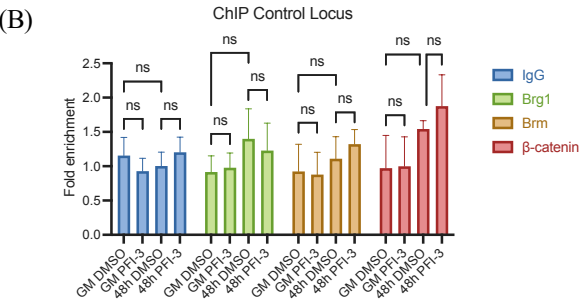

**Supplemental Figure 4.** (A) Representative western blot showing expression of BRG1 in 48h differentiated C2C12 myoblasts treated with siRNA pool against BRG1 (siBRG1 pool) or two individual siRNAs (siBRG1-A and siBRG1-B) at the indicated concentrations. Lamin was used as a loading control. (B) Plot showing amplification of the control genomic locus using DNA obtained from C2C12 myoblasts assayed for chromatin immunoprecipitation with antibodies against control IgG, BRG1, BRM, and  $\beta$ -catenin.

LEGENDS FOR SUPPLEMENTAL TABLES

- Supplemental Table 1.** List of primers used for qRT-PCR and ChIP assays.
- Supplemental Table 2.** List of differentially expressed genes (gene symbols with Entrez IDs) identified from RNA-sequencing of 48h differentiated C2C12 myotubes treated with siRNA against non-targeting scrambled (Scr), BRG1, BRM or both BRG1 and BRM.
- Supplemental Table 3.** List of differentially expressed genes from Supplemental Table 2 with detailed fold change in expression and p-values

How the deposited data were processed for this re-analysis (not part of the article)

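RNA from C2C12 cells was sequenced in 16 libraries, 2 for each of the 4 siRNA treatments (siScr, siBRG1, siBRM and siBoth) in GM and after 48 h in DM. Per the file headers, the authors deposited expected counts per gene, which are estimated read counts that were not scaled to depth, and are given to 2 decimals with NCBI gene numbers. The authors also deposited FPKM, made from the counts, the gene length and the library total and rounded to 2 decimals, and genes whose FPKM rounds to 0 are not listed. The sample notes name mm10, HISAT2, StringTie, Bowtie, RSEM and DESeq2 without roles or versions, while the methods of the paper name HISAT2 and featureCounts, with DESeq2 and edgeR for the tests. A gene with no name in the files held at most 0.000254% of the counts of any library and was left out. The files list 18571 genes in at least 1 library and 12764 in all of them. Coordinates come from the GRCm38.p6 table by NCBI gene number, which matched 18529 genes, 17755 of them with the same symbol.

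Expected counts were rounded, and a gene not listed in a library was taken as 0. Libraries held 17127684 to 18551539 counts, with a median of 17943924.5. Genes were kept by filterByExpr of edgeR, which left 13291 genes in the fit of the 8 libraries at 48 h, 12513 in the fit of the 8 libraries in GM and 13552 in the fit of all 16. Counts were normalized by TMM and tested with the quasi-likelihood F test of edgeR (version 4.0.16, R version 4.3.3), with a term for each group. The adjusted p is by the Benjamini-Hochberg method over the genes tested, and a gene was counted as changed at the thresholds of the paper, an adjusted p under 0.05 and a log2 fold change of at least 0.5 in size. The standard error of a log2 fold change was taken as its size over the square root of F. CPM are expected counts scaled by the library size and the TMM factor. Each adjusted p given without a tool is from edgeR. The comparisons were each knockdown against siScr at 48 h and in GM, siBRG1 against siBRM and siBoth against siBRG1 at 48 h, siScr at 48 h against siScr in GM, and the difference of the siBRG1 effect between 48 h and GM (an interaction term in the fit of all 16 libraries). With 2 libraries per group the smallest exact permutation p is 0.33, so a single gene was tested only in a model fitted across all genes.

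Gene lists, comparisons, the tests, most alternatives and the rule for named genes were chosen before the data were examined, although values printed in Table S3 and the figures of the paper had been seen. The rule names the targeted genes, the genes the paper names, up to 10 genes with the largest rises and falls per comparison with a mean log2 CPM of at least 3 and no overlap between the groups, and up to 4 members of each list with the smallest adjusted p. The Wnt and integrin lists were tested for over-representation with a two-sided Fisher's exact test against all other genes tested, adjusted over the lists with at least 5 tested members and the 3 knockdowns. Lists were also tested as sets with camera (preset correlation 0.01, log2 CPM with a prior count of 2), with camera with an estimated correlation, and with fry, all in limma (version 3.58.1). Camera with an estimated correlation passed 0 of 99 set tests, so its adjusted p does not separate the lists.

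The alternatives were DESeq2 (version 1.42.0), other size factors, no filter on low counts, no fold change limit or a test against it (glmTreat), a fit of the 2 groups alone or of all 16 libraries, the replicate letter as a block, limma-trend on log2 FPKM with 1 or 0.1 added, the annotation of the deposited files in place of a list, 10000 random lists matched for expression, and each library left out in turn, where the lone library of a group is assumed to vary like the other groups. Leaving out both siBoth libraries at 48 h, those libraries with 1 siScr library, siBoth and siScr replicates B together, and the earlier quasi-likelihood fit of edgeR were added after the data were seen.

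The fit was tested on simulated data with 200 changed genes. In the data without the siBoth libraries, 1921 genes were higher and 2380 lower after siBRG1. The shares recovered with so few changed genes need not hold for these data. With dispersions taken from all 8 libraries at 48 h (12932 genes), edgeR recovered 8% of 2-fold and 80% of 4-fold changes and called 10 unchanged genes, and DESeq2 recovered 34% and 89% and called 51 unchanged genes. With 200 changed genes, 51 false calls are more than an adjusted p under 0.05 allows, so DESeq2 did not hold its limit at this spread. With dispersions from the 6 libraries without siBoth (12857 genes), edgeR recovered 55% and 93% and called 8 unchanged genes. Tables were read with Python version 3.11.15 and pandas version 2.3.3, and plots were drawn with matplotlib version 3.10.9. The ChIP, qRT-PCR, rescue and inhibitor experiments have no deposited values and were left out.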

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

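All the tests of explanations given here were chosen after the results were seen, while the comparisons themselves were planned.

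The paper reports libraries at 48 h and does not describe those in GM. In siScr, 4362 genes differed between 48 h in DM and GM, 2268 higher and 2094 lower at 48 h, a signal in data the paper did not analyse. The number was 2299 without siScr replicate B at 48 h, 2992 without GM siScr replicate B, 4304 without siScr replicate A at 48 h and 5636 without GM siScr replicate A. The same holds for Smarca4 in GM, which had a log2 fold change of -2.67 after siBRG1 (standard error 0.10, adjusted p = 0.000633 from edgeR) and of -2.75 after siBoth (standard error 0.10, adjusted p = 0.000546), lower in both libraries of each group than in both siScr libraries.

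A difference between groups was seen in the siBRG1 effect, which differed between 48 h and GM for 1443 genes by the interaction term, 762 with a higher and 681 with a lower effect at 48 h (4353 at an unadjusted p under 0.05, and 2580 called by DESeq2). Fzd1, a Frizzled receptor gene, was one of them (difference in log2 fold change 2.80, standard error 0.40, adjusted p = 0.0197). The number varied widely when siScr or siBRG1 libraries were left out in turn. Each such fit leaves a group with a lone library, whose spread is then taken from the other groups. These include the unlike siBoth pair at 48 h. How far the number rests on single libraries is therefore not decided by these fits.

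At 48 h, siBoth replicate B was nearer to the siScr libraries than siBoth replicate A was (Pearson r across genes 0.960 and 0.955 with the siScr libraries, and 0.909 with its partner). Low depth is argued against by its total, 0.965 of the median of the other 7 libraries at 48 h, and a plain siScr library under a wrong label by Smarca2, at a log2 difference of -1.39 from the siScr mean where the siScr libraries differ by 0.22. A mixture of siBoth and siScr RNA as the whole cause is argued against by 134 of 9641 genes that lie more than 2-fold outside the range of siBoth replicate A and siScr, against 13 for siBRG1 replicate B and 0 for siBRM replicate B. A weaker knockdown of both ATPases as the whole cause is argued against by 24 genes of cholesterol synthesis, whose median log2 difference from the siScr mean was 1.19 in siBoth replicate B, -0.81 in siBoth replicate A and between -1.14 and 0.03 in the other 6 libraries at 48 h. What made this library differ stays open.

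The mitotic and interferon genes of siBoth replicate B also lay outside the other libraries at 48 h, at a median log2 difference of 1.19 and -1.85 from the siScr mean (-0.49 and 0.87 in siBoth replicate A), and like the cholesterol genes on the side of the GM libraries. RNA of GM cells mixed in as the whole cause is argued against by the shares that the lists need with siScr as the other part, a median of 31.8% for the cholesterol genes (quartiles 28.8% and 41.9%) and of 77.6% for the interferon genes (64.9% and 85.7%), and by those with siBoth replicate A as the other part (41.8% and 88.9%). The mitotic genes need 72.0% (50.5% and 84.5%) with siScr and 76.5% with siBoth replicate A, near the interferon genes, so the cholesterol genes are the list that differs. A less advanced state of differentiation, which the GM libraries allow to be tested, stays open. The test used 1931 other genes that differ between siScr at 48 h and GM. They had an unadjusted p above 0.05 in siBRG1 against siScr and against siBRM. The slope on the change towards GM was 0.13 in siBoth replicate B and 0.11 in siBoth replicate A, too close to decide. The slopes of 0.02 to 0.05 in the siBRG1 and siBRM libraries are held low by this choice of genes and are no reference.

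In GM, siScr replicate A stood apart (r with the other GM libraries 0.924 to 0.939, where partners in the other 3 groups had at least 0.997). Its total was 1.01 of the median of the other 7 GM libraries, which argues against low depth. A swap with another GM library is argued against by the lowest correlation between partners in the other 3 groups, 0.997. RNA of siScr cells at 48 h mixed into it is argued against by the sarcomere genes, which need a median share of 0.01% where the genes raised in this library need 74.7%. A state nearer to that at 48 h in DM is a candidate explanation: of 142 genes raised over 4-fold in this library 141 are higher in siScr at 48 h, and of 78 lowered over 4-fold 93.6% are lower there, against 57.8% of all expressed genes. What would have brought the culture there was not tested.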

How the results depend on the processing

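Settings with siBoth libraries left out as a pair or with a siScr library, and the earlier quasi-likelihood fit, were added after the results were seen, and the other settings were planned. The cause was not tested for any change below, except that fewer libraries were compared where libraries were left out. In GM, leaving out siScr replicate B makes replicate A, which stood apart, the only control, so those counts are not effects of the knockdowns alone.

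For siBRG1 at 48 h, 401 genes passed with edgeR, 2692 with DESeq2, 173 with no filter on low counts, 0 with glmTreat against 0.5, 3334 with only the 2 groups in the fit, 3297 with all 16 libraries, 1 with the replicate block, 670 with limma-trend on log2(FPKM + 1), 109 with 0.1 added in place of 1, 105 with no filter on FPKM and 68 with the earlier quasi-likelihood fit. The number was 4301 with both siBoth libraries left out, 5541 with siScr replicate A left out as well and 4736 with siScr replicate B left out as well. Leaving out 1 library gave 0 to 4343. For siBRM at 48 h, 0 genes passed with edgeR, 38 with DESeq2, 13 with all 16 libraries, 1 with limma-trend on log2(FPKM + 1), 6 with no filter on FPKM, 28 with both siBoth libraries left out, 2674 with siScr replicate A left out as well and 402 with siScr replicate B left out as well. Leaving out 1 library gave 0 to 29. For siBoth at 48 h, 1 gene passed with edgeR, 807 with DESeq2, 891 with all 16 libraries, 2 with library size only and 2 with no filter on low counts. It was 0 with glmTreat, with only the 2 groups, with the replicate block, with limma-trend with 0.1 added, with limma-trend and no filter, and with the earlier quasi-likelihood fit. It was 4483 with siBoth and siScr replicates B left out, and 0 to 3617 with 1 library left out.

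In GM, siBRG1 had 1 gene with edgeR, 29 with DESeq2, 0 with only the 2 groups and 0 with all 16 libraries, and 0 to 4889 with 1 library left out. In GM, siBRM had 0 with edgeR, 15 with DESeq2 and 0 to 4636 with 1 library left out. In GM, siBoth had 1 with edgeR, 111 with DESeq2, 2 with library size only, 0 with only the 2 groups, 0 with all 16 libraries, 4 with limma-trend and no filter, and 1 to 5272 with 1 library left out.

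Between siBRG1 and siBRM, 2121 genes passed with edgeR, 3284 with DESeq2, 376 with glmTreat, 5669 with only the 2 groups, 3927 with all 16 libraries, 1330 with limma-trend and no filter, 4795 with both siBoth libraries left out, and 0 to 4845 with 1 library left out. Between siBoth and siBRG1 it was 0 with edgeR, 192 with DESeq2, 19 with all 16 libraries, 3 with limma-trend and no filter, and 0 to 2516 with 1 library left out. For siScr at 48 h against GM it was 4362 with edgeR, 2201 with glmTreat, 938 with only the 2 groups, and 2299 to 5636 with 1 library left out. For the interaction it was 1443 with edgeR, 2580 with DESeq2, 833 with no filter, 4 with glmTreat, 3395 with both siBoth libraries left out, and 0 to 4154 with 1 library left out.

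The odds ratio in the Wnt list enrichment siBRG1 48h was 1.58, with 0 for the replicate block, 0.964 for limma-trend with 0.1 added, 0 for limma-trend with no filter, 0.824 with the siBoth libraries and siScr replicate B left out, and 1.09 to 1.10 with 1 library left out. In the Wnt list enrichment siBoth 48h it was 0, with 1.90 for DESeq2, 1.53 for all 16 libraries, 1.00 with siBoth and siScr replicates B left out, and 0.714 to 1.11 with 1 library left out. The odds ratio in the integrin list enrichment siBRG1 48h was 3.08, with 2.09 for DESeq2, 1.92 for only the 2 groups, 0 for the replicate block, 1.91 with the siBoth libraries and siScr replicate B left out, a share of 0.0163 of random lists with as many genes, and 1.60 to 1.64 with 1 library left out. In the integrin list enrichment siBoth 48h it was 0, with 2.45 for DESeq2, 2.01 for all 16 libraries, 2.31 with siBoth and siScr replicates B left out, 2.35 without siBoth replicate B, and 2.35 to 2.46 over the libraries left out in turn. No odds ratio could be had where no gene was called: siBRM with edgeR, glmTreat, siBRG1 and siBoth without a siScr library, siBRG1 without a siBRG1 library, and siBoth with only the 2 groups, with the replicate block, with limma-trend with 0.1 added or no filter, and with the earlier quasi-likelihood fit.

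Of 99 set tests, 25 passed with camera, 0 with camera with an estimated correlation and 0 with fry (36 with its mixed test). In set tests added after the data were seen, without both siBoth libraries for siBRG1 and siBRM and without siBoth replicate B for siBoth, the numbers of 99 were 34, 0 and 37 (78 with the mixed test). For the named genes, 3 log2 fold changes changed sign among called values: Ccnd1 after siBRG1 was 0.69 and Sfrp1 after siBRM was 1.23 with the siBoth libraries and siScr replicate A left out, and Ccnb2 after siBoth was -0.69 with siBoth and siScr replicates B left out. Over the planned settings, the log2 fold changes of named genes were the same in direction and call in 802 cases for siBRG1, 899 for siBRM and 872 for siBoth, lost the call in 32, 0 and 0, gained it in 93, 3 and 70, and moved by more than 1 SD in 40, 64 and 25. In the simulated data edgeR recovered 8% of 2-fold changes with the spread of all 8 libraries at 48 h and 55% with that of the 6 libraries without siBoth. These shares are for 200 changed genes, far fewer than passed after siBRG1 without the siBoth libraries. Depth was alike between libraries, and lower depths were not tried.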

Differences from the paper's values

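Settings named as added were chosen after the values were seen, and all other settings were set before then.

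The counts were made at the thresholds the paper states, but its further condition, that a gene differs in both replicates, was not applied because the paper does not say how each replicate was tested. For siBoth the paper's number of changed genes is 5354, with the paper's 2741 higher and 2613 lower, and here it is 1, with 1 higher and 0 lower. Of 16 alternatives set before the data were examined, the fit without siBoth replicate B falls within 1.5 times the paper's total (3617) and its lower genes (1951), and no alternative does so for the higher genes (1666 in that fit). In the added setting with siBoth and siScr replicates B left out the total is 4483. For siBRG1 the paper's number is 7290, with the paper's 3658 higher and 3632 lower, and here it is 401, with 234 higher and 167 lower. None of the 16 alternatives set before the data were examined falls within 1.5 times any of these (0 of 16), and the added setting with the siBoth libraries and siScr replicate A left out, chosen after seeing the values, gives 5541. For siBRM the paper's number is 1201, with the paper's 536 higher and 665 lower, and here it is 0, with 0 higher and 0 lower. None of the 16 alternatives set before the data were examined falls within 1.5 times (0 of 16), and the added settings give 28 (siBoth libraries left out), 402 (siScr replicate B left out as well) and 2674 (siScr replicate A left out as well).

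Table S3 of the paper was held only in part for siBRG1 and siBoth (the first 1999 genes of each), and in full for siBRM (1201 genes). A value here counts as within the paper's when it has the same sign and differs by no more than the standard error of its own fit, so a noisier fit has a wider limit. After siBRG1, the log2 fold change of Wnt9a is the paper's -1.41539 and -0.54 here, outside it under all 15 of those alternatives. For Sfrp1 it is the paper's 2.56258 and 1.39 here, within it in 1 of 15, without siScr replicate A (2.69). For Sfrp2 it is the paper's 3.26118 and 2.59 here, within it in 2 of 15, without siScr replicate A (2.88) and without siBRG1 replicate B (2.66). After siBRM, that of Ccnd2 is the paper's 1.09046 and 0.39 here, within it in 3 of 15: limma-trend with 0.1 added (0.56), without siScr replicate B (1.08) and without siBRM replicate A (0.48, with a limit of 0.71 against 0.55 with all libraries). After siBoth, that of Sfrp1 is the paper's 2.8622 and 1.07 here, within it in 1 of 15, without siScr replicate A (2.37), and that of Sfrp2 is the paper's 3.89622 and 2.81 here, within it in 0 of 15. The other panel values that Table S3 holds lie within 1 standard error: Smarca4 and Myog after siBRG1, Smarca2, Wnt10a, Fzd2 and Sfrp1 after siBRM, and Smarca4, Smarca2, Myog and Ccnd2 after siBoth. Of these, Sfrp1 after siBRM is the least settled, within it in 8 of 15 alternatives.

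The paper places the Wnt pathway first among the pathways of PANTHER after siBRG1 and after siBoth. Here the Wnt list had an odds ratio of 1.58 after siBRG1 (Fisher's exact test, adjusted p = 1), and the genes annotated to Wnt signaling had one of 2.27 (adjusted p = 0.100). With DESeq2 the list had one of 1.25 after siBRG1 (adjusted p = 0.642) and 1.90 after siBoth (adjusted p = 0.179). Its extracellular modulators, a part of the list, passed with DESeq2 after siBRG1 (6.31, adjusted p = 0.0134) and after siBoth (13.4, adjusted p = 0.000963). The setting that calls the annotated genes is the fit without siBoth replicate B, for siBoth. It leaves 1 siBoth library and does not hold the spread between the siBoth replicates. The paper describes the heatmap genes of Fig. 2D as altered by siBRG1 and by siBoth. Over the 39 genes, 0 passed here after siBoth with edgeR, 6 with DESeq2, and 11 higher and 9 lower without siBoth replicate B. After siBRG1, 3 passed with edgeR, 12 higher and 4 lower with DESeq2, and 12 higher and 6 lower in the added setting with the siBoth libraries left out. The heatmap shows the siBoth replicates alike, and here Wnt10a was at 23.6% of the siScr mean in replicate A and 140% in replicate B, and Sfrp1 at 354% and 59.6%. Fig. 2E shows Ccnd2, the gene of cyclin D2, higher after siBRG1, by qRT-PCR normalized to Eef1a1 in 3 independent experiments. In the RNA-seq libraries, which are another assay with 2 libraries per group, its log2 fold change was -0.61 (standard error 0.56, adjusted p = 0.457 from edgeR). It was 0.08 without siScr replicate B, so its direction in these libraries is not settled. The siScr libraries were at 62.0% and 138% of their mean for Ccnd2, and the siBRG1 libraries at 61.3% and 66.8%. In the same libraries Sfrp2 was higher and Wnt10a and Myog lower in both siBRG1 replicates than in both siScr replicates, in the direction the paper gives.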

Other observations

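The comparisons with Table S3 were chosen after the result was seen, and the gene lists and comparisons were planned.

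Between siScr cells at 48 h in DM and in GM, 43 of 46 interferon-stimulated genes were higher at 48 h and 0 lower (44 and 0 when adjusted over the list alone). Of 52 sarcomere genes 51 were higher and 1 lower, and Myog had a log2 fold change of 8.67 (standard error 1.30, adjusted p = 0.000929 from edgeR). Of 31 mitotic genes and 31 genes of DNA replication, 30 in each list were lower at 48 h, and of 24 genes of cholesterol synthesis 11 were lower (13 over the list alone, and 18 without GM siScr replicate A). The Wnt list had 18 higher and 17 lower of 134 (29 higher and 20 lower of 135 without GM siScr replicate A). Axin2 was higher at 48 h (1.42, standard error 0.35, adjusted p = 0.0105).

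After siBRG1 at 48 h, the chemokine and cytokine list had 3 higher and 2 lower genes of 29 (8 and 3 over the list alone), the fibroblast matrix list 4 higher and 0 lower of 30 (8 and 2), and the p53 target list 0 higher and 3 lower of 19 (0 and 7), the last being Pmaip1, Aen and Btg2. In camera, the mitotic genes were shifted downwards after siBRG1 (adjusted p = 0.00066), as were the ribosomal protein genes (adjusted p = 0.000517), both with an adjusted p = 0.982 with an estimated correlation, a test that passed 0 of 99 set tests. The median log2 fold change of the ribosomal protein genes was -0.433 after siBRG1, -0.385 after siBRM and -0.391 after siBoth. Their shift is thus not particular to siBRG1, and the 3 comparisons share the siScr libraries. Of the mitotic genes and those of cholesterol synthesis, 0 passed after siBRG1 with all 8 libraries in edgeR (1 and 6 at an unadjusted p under 0.05), and DESeq2 called 1 of 31 mitotic genes lower (3.23%, against 20.3% of the other genes) and 5 of 24 genes of cholesterol synthesis. With both siBoth libraries left out, an alternative added after the data were seen, 27 of 31 mitotic genes (87.1%) and 17 of 24 genes of cholesterol synthesis (70.8%) were lower after siBRG1, where 32.6% of the other genes passed. Of 30 ribosomal protein genes 12 were lower (40%, against 32.7% of the other genes, odds ratio 1.37, two-sided Fisher's exact test, p = 0.437, adjusted p = 1). Fits of the other libraries without 1 siScr or siBRG1 library take part of their spread from siBoth and do not decide how far these results rest on it.

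In GM, 1 gene passed after siBRG1 and 1 after siBoth, Smarca4 in both, and 0 after siBRM (885 at an unadjusted p under 0.05, and 15 called by DESeq2). Without GM siScr replicate A the numbers were 86 after siBRG1, 49 after siBRM and 239 after siBoth, and without GM siScr replicate B 4889, 4636 and 5272. Smarca2 had a log2 fold change of -2.96 after siBRM in GM (standard error 0.36, adjusted p = 0.456), and of -2.33 without GM siScr replicate A (adjusted p = 8.13e-11). In the interaction, 18 of 26 genes of oxidative phosphorylation had a lower siBRG1 effect at 48 h than in GM, and 17 of 134 Wnt genes had a higher and 3 a lower one (25 and 5 over the list alone). Without GM siScr replicate A the numbers were 0 of 26 (21 lower over the list alone, 22 at an unadjusted p under 0.05, and a median difference of -1.28 against -1.25 with all libraries) for oxidative phosphorylation, and 3 higher and 1 lower (6 and 1) for the Wnt list. Apcdd1, a Wnt antagonist gene, was one of these (2.62, standard error 0.63, adjusted p = 0.0340) and did not pass without GM siScr replicate A (1.87, adjusted p = 0.110).

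The 3 knockdowns share the siScr libraries, which alone makes their fold changes correlate. Across genes, which are not independent replicates, the siBRG1 and siBoth fold changes had a covariance of 0.718, against 0.0876 in 100 simulations with a shared control and no effect, and the siBRG1 and siBRM fold changes one of 0.0938. The latter was 0.0881 with the siBoth libraries left out, against 0.0448 in the simulations of that setting, while the correlation was 0.187 against 0.503. The spread of siScr sets such a covariance, and the siScr replicates were less alike (r 0.969) than those of siBRG1 (0.989) and siBRM (0.997). A simulation with 1 spread for all groups sets it too low, so whether siBRG1 and siBRM share more than the control is not decided.

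The siBRM fold changes of the paper's Table S3 lie closer to those computed against siScr replicate A alone than to those against the mean of both siScr libraries. Over 888 genes of the siBRM sheet the root mean square difference from the paper's values was 0.137 with replicate A, 0.767 with replicate B and 0.407 with the mean of both, and over 1825 genes of the siBRG1 sheet, of which only part was held, it was 1.22, 1.28 and 1.21. The siBRG1 values are far from the sheet with each control, so they cannot tell which libraries lie behind it. The paper's text does not say that a library was left out.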
